# Human myofiber‐enriched aging‐induced lncRNA *FRAIL1* promotes loss of skeletal muscle function

**DOI:** 10.1111/acel.14097

**Published:** 2024-01-31

**Authors:** Matthew J. Miller, Kevin J. Gries, George R. Marcotte, Zachary Ryan, Matthew D. Strub, Hawley E. Kunz, Bonnie K. Arendt, Surendra Dasari, Scott M. Ebert, Christopher M. Adams, Ian R. Lanza

**Keywords:** aging, lncRNA, skeletal muscle

## Abstract

The loss of skeletal muscle mass during aging is a significant health concern linked to adverse outcomes in older individuals. Understanding the molecular basis of age‐related muscle loss is crucial for developing strategies to combat this debilitating condition. Long noncoding RNAs (lncRNAs) are a largely uncharacterized class of biomolecules that have been implicated in cellular homeostasis and dysfunction across a many tissues and cell types. To identify lncRNAs that might contribute to skeletal muscle aging, we screened for lncRNAs whose expression was altered in vastus lateralis muscle from older compared to young adults. We identified *FRAIL1* as an aging‐induced lncRNA with high abundance in human skeletal muscle. In healthy young and older adults, skeletal muscle *FRAIL1* was increased with age in conjunction with lower muscle function. Forced expression of *FRAIL1* in mouse tibialis anterior muscle elicits a dose‐dependent reduction in skeletal muscle fiber size that is independent of changes in muscle fiber type. Furthermore, this reduction in muscle size is dependent on an intact region of *FRAIL1* that is highly conserved across non‐human primates. Unbiased transcriptional and proteomic profiling of the effects of *FRAIL1* expression in mouse skeletal muscle revealed widespread changes in mRNA and protein abundance that recapitulate age‐related changes in pathways and processes that are known to be altered in aging skeletal muscle. Taken together, these findings shed light on the intricate molecular mechanisms underlying skeletal muscle aging and implicate *FRAIL1* in age‐related skeletal muscle phenotypes.

**Abbreviations**
GSEA: gene set enrichment analysis
GTEx: Genotype‐Tissue Expression
lncRNA: long noncoding RNAs
TA: tibialis anterior

## 1 INTRODUCTION

Aging‐associated skeletal muscle atrophy and functional decline (i.e., sarcopenia) is an important health concern in older individuals that is associated with an overall reduction in quality of life as well as numerous adverse health outcomes (Fielding et al., 2011; Goodpaster et al., 2006). Despite broad clinical significance, the molecular basis of age‐related muscle loss is not completely understood. Therefore, it is imperative to investigate the diverse molecular phenomena underlying age‐related skeletal muscle phenotypes to facilitate effective strategies to prevent, delay, or reverse this debilitating condition.

Long noncoding RNAs (lncRNAs) are a class of molecules that have been increasingly recognized as relevant to the regulation of skeletal muscle mass during aging and other conditions that promote skeletal muscle wasting (Liu et al., 2021; Nie et al., 2015). LncRNAs are greater than 200 nucleotides in length and, despite being actively transcribed and epigenetically regulated, are apparently not translated into proteins (Statello et al., 2021). Across nearly all tissues, lncRNAs have been implicated in the regulation of gene expression at epigenetic, transcriptional, posttranscriptional, and translational levels (Oo et al., 2022; Statello et al., 2021). In the context of age‐related skeletal muscle atrophy, specific lncRNAs have begun to emerge as critical regulators. For example, the aging‐associated cardiac and skeletal muscle‐enriched transcript *Chronos* has been found to negatively regulate skeletal muscle mass through Ezh2‐mediated suppression of *Bmp7* gene expression (Neppl et al., 2017). Additionally, *Cytor*, an exercise‐induced lncRNA negatively regulated during normal aging, induces a fiber‐type shift to a fast muscle phenotype by binding and sequestering the TEAD1 transcription factor (Wohlwend et al., 2021). These examples highlight the significance of lncRNAs in shaping the molecular landscape of skeletal muscle physiology. In contrast to these examples, which display functionally relevant conservation between humans and rodents, the primary nucleotide sequence of most human lncRNAs is often poorly conserved across taxonomic phyla beyond primates (Johnsson et al., 2014; Kapusta & Feschotte, 2014; Pang et al., 2006; Washietl et al., 2014), which presents a significant barrier to their study in mature skeletal muscle fibers using model organisms. Furthermore, unlike proteins that possess well‐established functional domains, the characteristic functional sequences of lncRNAs have not been fully explored (Statello et al., 2021).

In this study, we identify an understudied, but highly expressed, human skeletal muscle‐enriched lncRNA transcript termed *FRAIL1* (myoFiber‐enRiched Aging‐Induced Long non‐coding RNA 1) that is induced during normal aging alongside diminished muscle function. To this point, investigations of *FRAIL1* have been limited to one previous study, which described *FRAIL1* as among the top 10 human skeletal muscle RNAs most correlated with normal aging (Tumasian III et al., 2021). Here, we find that ectopic expression of *FRAIL1* in mature mouse skeletal muscle fibers is sufficient to induce muscle atrophy. Furthermore, we utilize mouse skeletal muscle as a model system to characterize the cellular effects of *FRAIL1* expression in mature skeletal muscle fibers in vivo. To this end, we performed unbiased transcriptomic and proteomic profiling of mouse skeletal muscle expressing *FRAIL1* and revealed widespread changes in components regulating muscle mass and function. The results of this study implicate *FRAIL1* in human aging‐associated skeletal muscle functional decline.

## 2 RESULTS

### 2.1 *FRAIL1* is a highly abundant aging‐induced skeletal muscle lncRNA

We identified lncRNAs that are highly induced during aging in human skeletal muscles using RNA‐Seq of skeletal muscle biopsies obtained from young (25 ± 5 years; *n* = 22) and older (71 ± 5 years, *n* = 14) donors. A total of 2059 lncRNAs were robustly expressed in human skeletal muscle, and age‐related differences were evident in 182 lncRNAs (8.8%) that increased with age and 119 lncRNAs (5.8%) that decreased with age (Figure 1a, Table S1). Among the most highly expressed lncRNAs across all samples were the well‐characterized lncRNA transcripts *NORAD* (Soghli et al., 2021), *MALAT1* (Zhang et al., 2017), and *NEAT1* (Taiana et al., 2020), which did not differ in expression levels between young and old muscle samples (Figure 1b). Skeletal muscle lncRNAs downregulated by aging included *AC068138.1* and *IQCH‐AS1*, both of which are also repressed in thyroid cancer where low levels are associated with poor prognosis (Fei et al., 2023; Guo et al., 2019; Yuan et al., 2020). Skeletal muscle lncRNAs upregulated by aging included *HCCAT5*, a hepatocellular carcinoma‐associated transcript (Liu et al., 2010, 2013), and *MIR503HG*, which has been implicated in endothelial‐to‐mesenchymal transition in vascular disease (Monteiro et al., 2021) (Figure 1b). The vast majority of aging‐responsive differentially expressed skeletal muscle lncRNAs have not undergone in‐depth examination and remain poorly understood.

**FIGURE 1:**
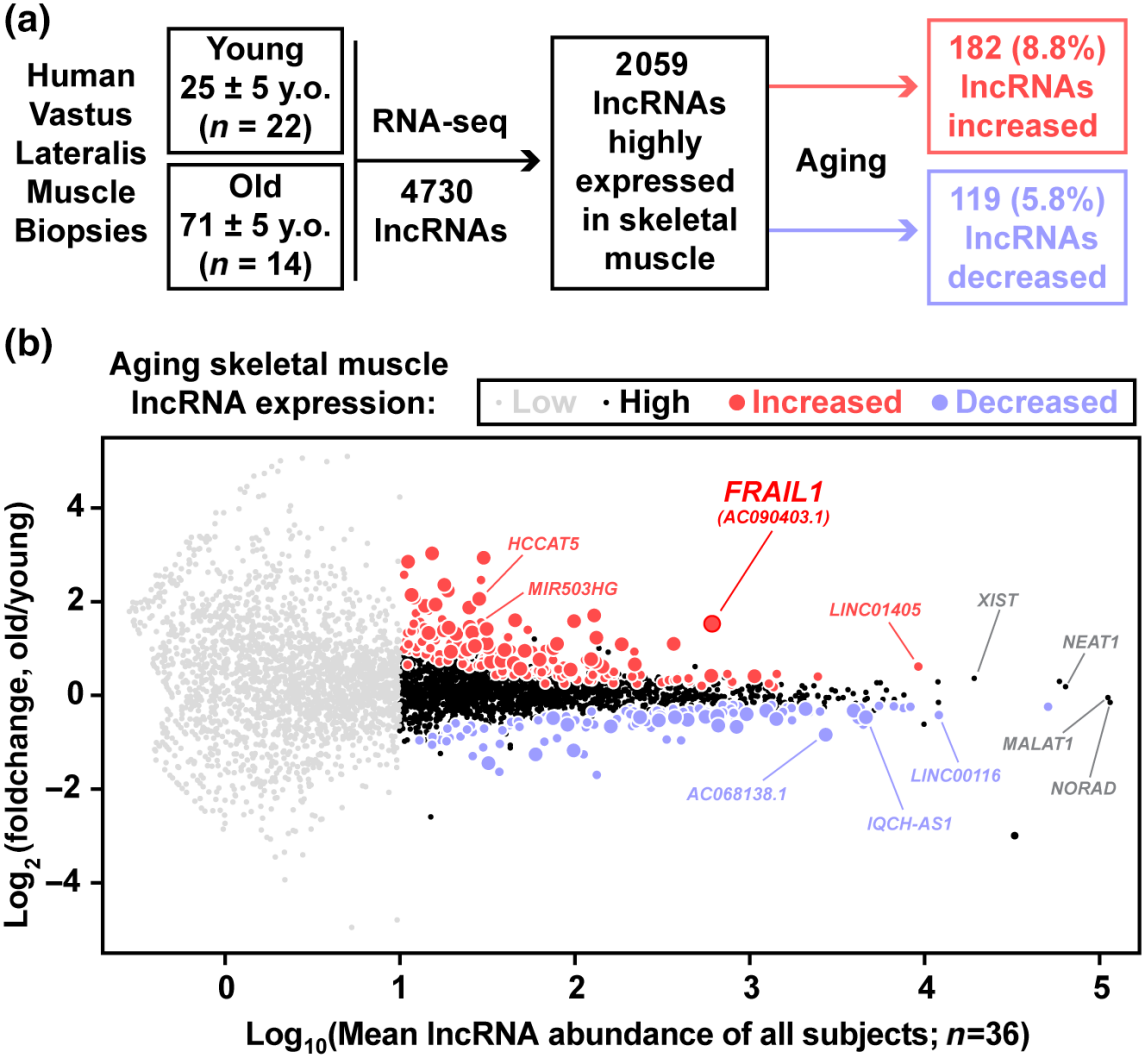
*FRAIL1* is a highly abundant skeletal muscle lncRNA induced by aging. (a) Overview of the study design and strategy used for identification of differentially expressed human lncRNA transcripts during skeletal muscle aging. RNA‐sequencing data from a previous study were filtered with high stringency and analyzed for lncRNA expression in skeletal muscle (average normalized RNA‐Seq counts across all samples ≥10) and differential expression between aged and young samples. (b) MA plot (log‐intensity ratios (*M* values, *y*‐axis) versus log‐intensity averages (*A* values, *x*‐axis)) of differences in lncRNA abundance between aged and young samples and average lncRNA abundance across all samples. Gray symbols represent lncRNA transcripts that were expressed below the abundance cutoff, black symbols represent skeletal muscle‐expressed lncRNAs that did not change with age, red circles are increased transcripts, and blue circles are decreased transcripts (smaller circles *p* < 0.05; larger circles Benjamini‐Hochberg corrected FDR <0.1).

One of the most abundant differentially expressed lncRNAs between old and young individuals was *FRAIL1*, which was upregulated approximately 3‐fold in muscle tissue of older adults (Figure 1b). Despite being largely un‐studied, this transcript exists in nearly all public databases and is known by a series of alternative identifiers (*AK127888.1*, *RP11‐739 N10*, *AC090403*, *ENSG00000264151*, and *ENST00000584546*). The *FRAIL1* gene encodes a five‐exon spliced 1352 nucleotide lncRNA transcript that is located on human chromosome 18 in the intergenic region between the protein‐coding genes *CHST9* and *CDH2* (Figure S1A). Interrogation of human RNA‐Seq alignments showed that all five exons of *FRAIL1* are expressed in skeletal muscle with sequencing reads spanning the annotated splice junctions. Consistent with its classification as a lncRNA, in silico determination of coding potential indicated that *FRAIL1* is not predicted to be peptide coding (Figure S1B; Wang et al., 2013). Interestingly, a recently published study of the skeletal muscle transcriptome during normal aging identified *FRAIL1* as the only lncRNA within the top 10 skeletal muscle RNAs most positively correlated with age (Tumasian III et al., 2021). These findings identified *FRAIL1* as among the most highly expressed, aging‐induced lncRNAs in human skeletal muscle.

### 2.2 *FRAIL1* is enriched in skeletal muscle of healthy older adults

To investigate the tissue‐specificity of *FRAIL1* lncRNA, we utilized publicly available human RNA‐Seq data from the Genotype‐Tissue Expression (GTEx) consortium (GTEx Consortium, 2013). This analysis revealed that *FRAIL1* is highly enriched in skeletal muscle. Importantly, *FRAIL1* was not detectable in other tissues, including cardiac muscle, with trace levels in several brain regions (Figure 2a). Apart from skeletal muscle, the only tissue that exhibited notable *FRAIL1* lncRNA expression was the testis (Figure S2). This observation is consistent with the high complexity of the testis transcriptome, which displays a higher extent of genome‐wide transcription than other organs (Hong et al., 2018; Soumillon et al., 2013). Analysis of GTEx single nucleus RNA‐Seq (snRNA‐Seq) data revealed that within human gastrocnemius muscle, *FRAIL1* was most enriched within myonuclei, indicating that *FRAIL1* is predominantly expressed within skeletal muscle fibers (Figure S2). To further profile skeletal muscle *FRAIL1* expression between ages and sexes and to characterize its relationship with muscle mass and function, we evaluated RNA‐Seq data from a separate, independent cohort of human skeletal muscle biopsies obtained from healthy young (27.0 ± 4.11 years; *n* = 30) and old (71.4 ± 4.7 years, *n* = 50) males and females (Figure 2b). Here, *FRAIL1* expression was the lowest in young muscle, with higher expression in females relative to males within both age groups (Figure 2c). In both males and females, muscles from older adults exhibited a 3‐ to 4‐fold increase in skeletal muscle *FRAIL1* abundance relative to their young counterparts, with the highest levels of *FRAIL1* observed in older females (Figure 2c). The increased FRAIL1 abundance in muscle from older adults was accompanied by decreased knee extensor muscle strength (Figure 2d) and decreased peak power (Figure 2e). Leg muscle mass, estimated from leg lean mass (Figure 2f), and skeletal muscle index (Figure 2g) were not remarkably different between young and older adults.

**FIGURE 2:**
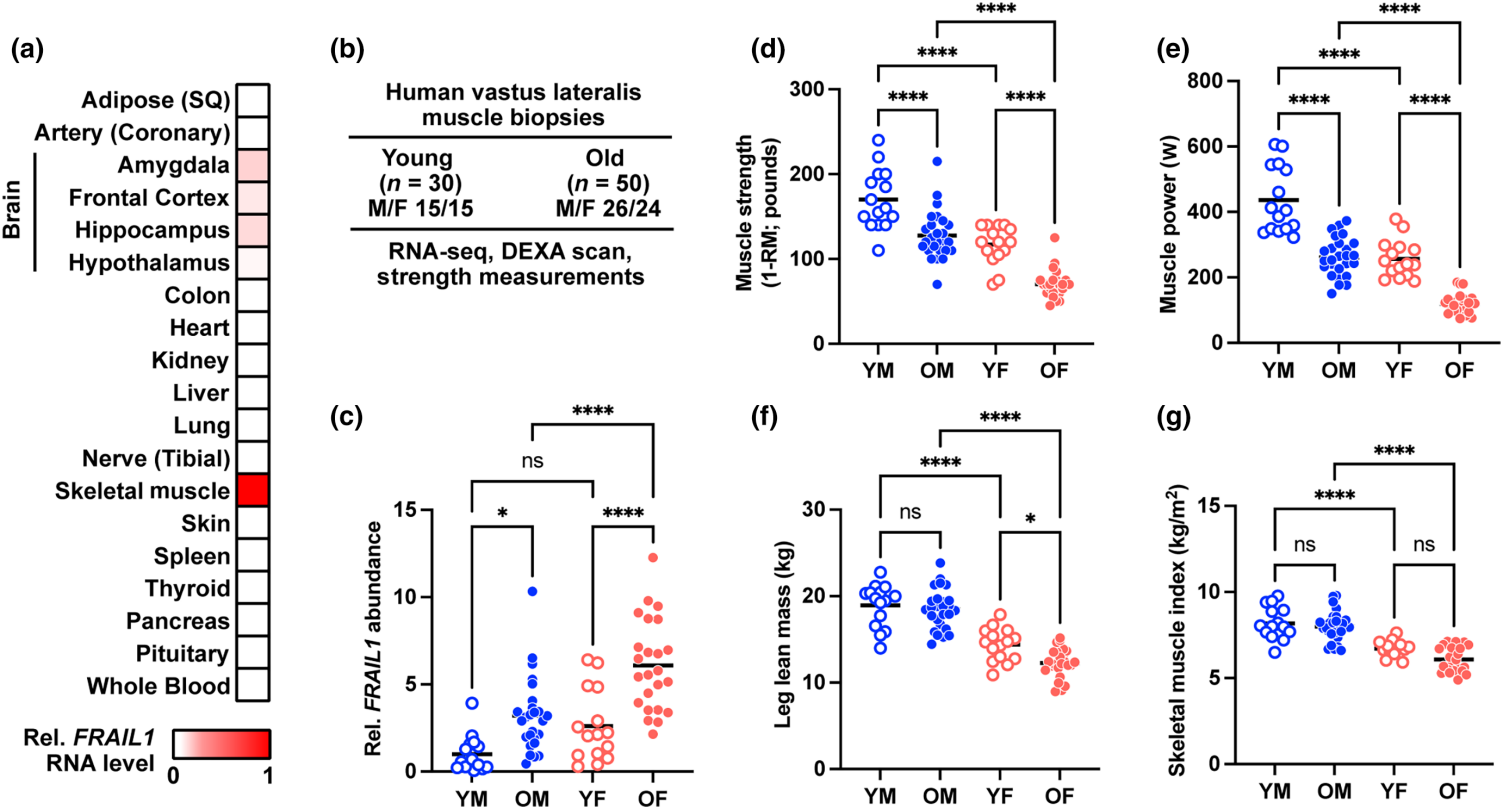
FRAIL1 is skeletal muscle‐enriched and associated with characteristics of aging muscle. (a) GTEx bulk tissue expression levels of FRAIL1 lncRNA expressed as the median TPM value for each human tissue type relative to the expression level in skeletal muscle. (b) Overview of human study participant characteristics and phenotypic measurements. (c) Relative skeletal muscle FRAIL1 lncRNA level across study participants. Data are organized by age group and sex and normalized to the average FRAIL1 lncRNA level in young males. *p* Values were determined by one‐way ANOVA. (d–f) Age‐ and sex‐specific muscle function outcomes and muscle mass estimates maximal knee extension muscle strength (d), peak knee extension power (e), leg lean mass (f), and skeletal muscle index (g) in young males (YM), young females (YF), older males (OM), and older females (OF). *p < 0.05, ****p < 0.0001.

To identify mechanisms that may regulate *FRAIL1* expression during skeletal muscle aging, transcription factor binding sites within the *FRAIL1* promoter region were interrogated using the JASPAR database (Castro‐Mondragon et al., 2022). This analysis revealed the presence of DNA sequence motifs that bind numerous transcription factors that are expressed in skeletal muscle (Figure 3a, Figure S3A). Across the same age and sex groups mentioned above, several transcription factors identified were robustly expressed, exhibiting sex‐ and age‐dependent differences in mRNA expression that mirrored differential *FRAIL1* expression. Notably, mRNAs encoding the transcription factors RBPJ, TEAD3, MYOG, and FOXO3 significantly increased with age and tended to be more highly expressed in older female skeletal muscle relative to males (Figure 3b, Figure S3B). This suggests that these transcriptional regulators, which have been previously implicated in skeletal muscle health (Gioftsidi et al., 2022; Joshi et al., 2017; Macpherson et al., 2011; Ninfali et al., 2018; Reed et al., 2012; Vasyutina et al., 2007; Zammit, 2017), may contribute directly to *FRAIL1* expression in skeletal muscle fibers. These findings identified *FRAIL1* as a skeletal muscle‐enriched, and potentially transcriptionally regulated, lncRNA whose abundance is associated with age‐related reductions in lean mass and muscle function in humans.

**FIGURE 3:**
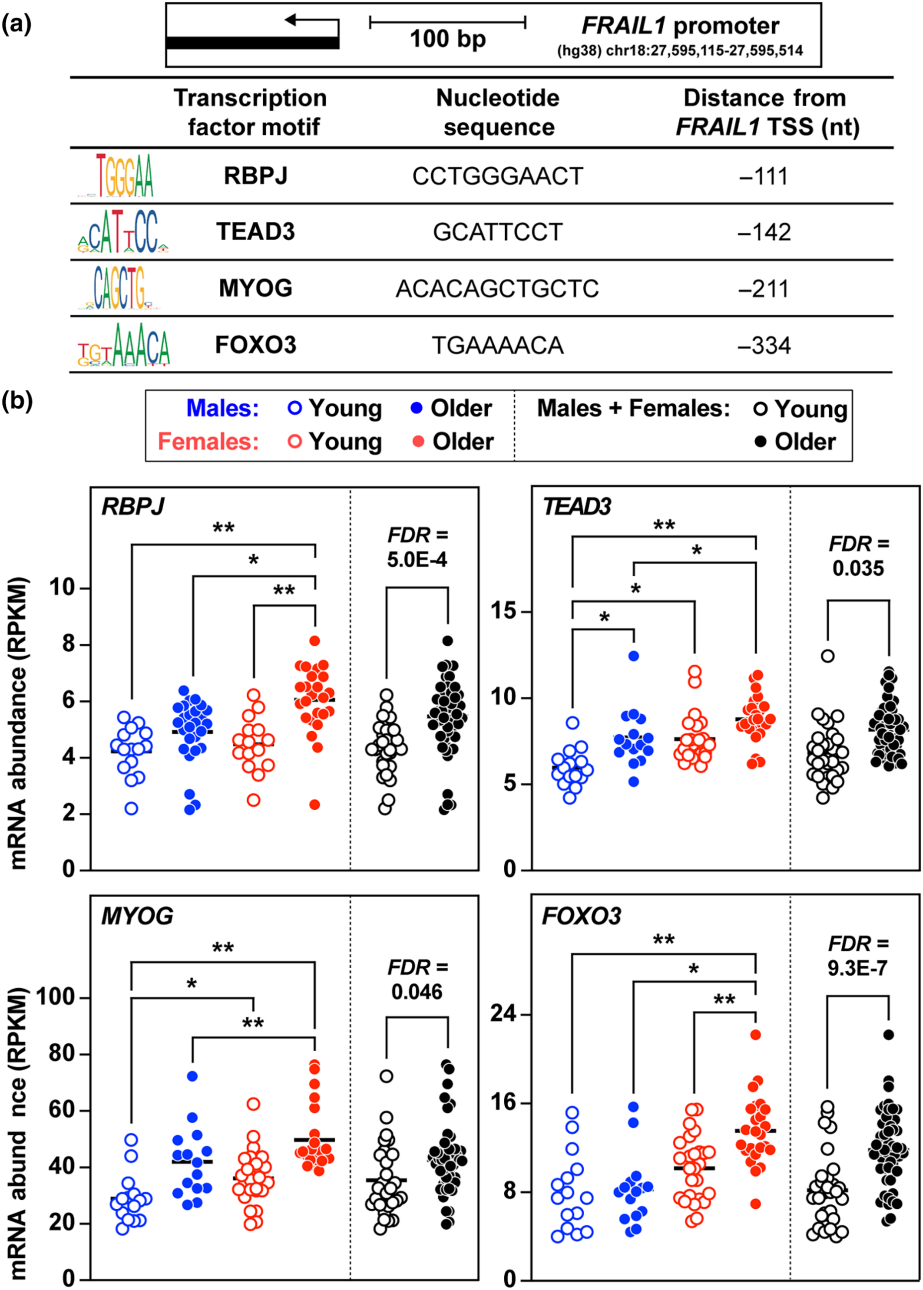
The transcription factors RBPJ, TEAD3, MYOG, and FOXO3 potentially regulate *FRAIL1* expression. (a) The JASPAR database was queried for transcription factor binding sites located within the promoter region 350 nucleotides upstream of the *FRAIL1* transcription start site. (b) Human vastus lateralis abundance levels of mRNAs encoding the transcription regulators RBPJ, TEAD3, MYOG, and FOXO3. Data are organized by age group and sex. For a comprehensive list of identified transcription factor binding sites and expression levels, see Figure S3. Horizontal bars indicate mean values from each group, false discovery rate (*FDR*) was determined by Benjamini‐Hochberg correction, and *p* values were determined by one‐way ANOVA. *p < 0.05, **p < 0.001.

### 2.3 Forced expression of *FRAIL1* in mouse skeletal muscle causes muscle atrophy

The majority of human lncRNAs are poorly conserved across taxonomic phyla beyond primates, which represents a significant barrier to their experimental study (Johnsson et al., 2014; Kapusta & Feschotte, 2014; Pang et al., 2006; Washietl et al., 2014). Despite being among the most highly expressed lncRNAs in human skeletal muscle, *FRAIL1* is not conserved in rodents, and only ~20% of the *FRAIL1* nucleotide sequence is conserved between humans and nonhuman primates (Figure S4A). Nonetheless, we utilized mouse skeletal muscle as a model system to examine the effects of forced *FRAIL1* expression in mature skeletal muscle fibers. To this end, an in vivo plasmid‐based transfection of mouse tibialis anterior (TA) muscles with a plasmid encoding human *FRAIL1* was performed. The TA muscle was studied because its smaller size, unipennate architecture, and accessibility allow for more consistent transfection efficiency and reproducibility compared to other muscle groups such as the larger, multi‐pennate gastrocnemius muscle with variable distribution of fiber size. In contralateral TA muscles transfected with an empty control plasmid, *FRAIL1* lncRNA was not detected but was reliably expressed in *FRAIL1* plasmid transfected muscles (Figure 4a). Tibialis anterior muscle fibers expressing *FRAIL1* exhibited a dose‐dependent reduction in skeletal muscle fiber size compared to contralateral control muscles after 7 days. At the lowest plasmid concentration tested (3 μg/TA), there was no effect of forced *FRAIL1* expression on muscle fiber size; however, higher concentrations of plasmid (5 μg/TA and 10 μg/TA) induced a significant reduction in muscle fiber size (Figure 4b,c, Figure S4B). In mouse skeletal muscle, *FRAIL1*‐induced muscle atrophy was not accompanied by altered muscle fiber type composition, as evidenced by similar proportions of type IIa, IIx, and IIb fibers in all muscles transfected (Figure 4d,e). To test the hypothesis that the conserved region of *FRAIL1* plays a functional role in *FRAIL1*‐induced muscle atrophy, we generated plasmids expressing 5′ and 3′ truncated forms of *FRAIL1* (Figure 4f, Figure S4C–E). Following transfection in mouse TA muscles, both truncated forms were expressed at levels comparable to the full‐length *FRAIL1* transcript (Figure 4g), and neither construct altered muscle fiber size (Figure 4h,i, Figure S4F), indicating that this intact conserved region is necessary for *FRAIL1*‐induced muscle atrophy. These results demonstrate that ectopic overexpression of full‐length *FRAIL1* is sufficient to induce atrophy of mature mouse skeletal muscle fibers in vivo.

**FIGURE 4:**
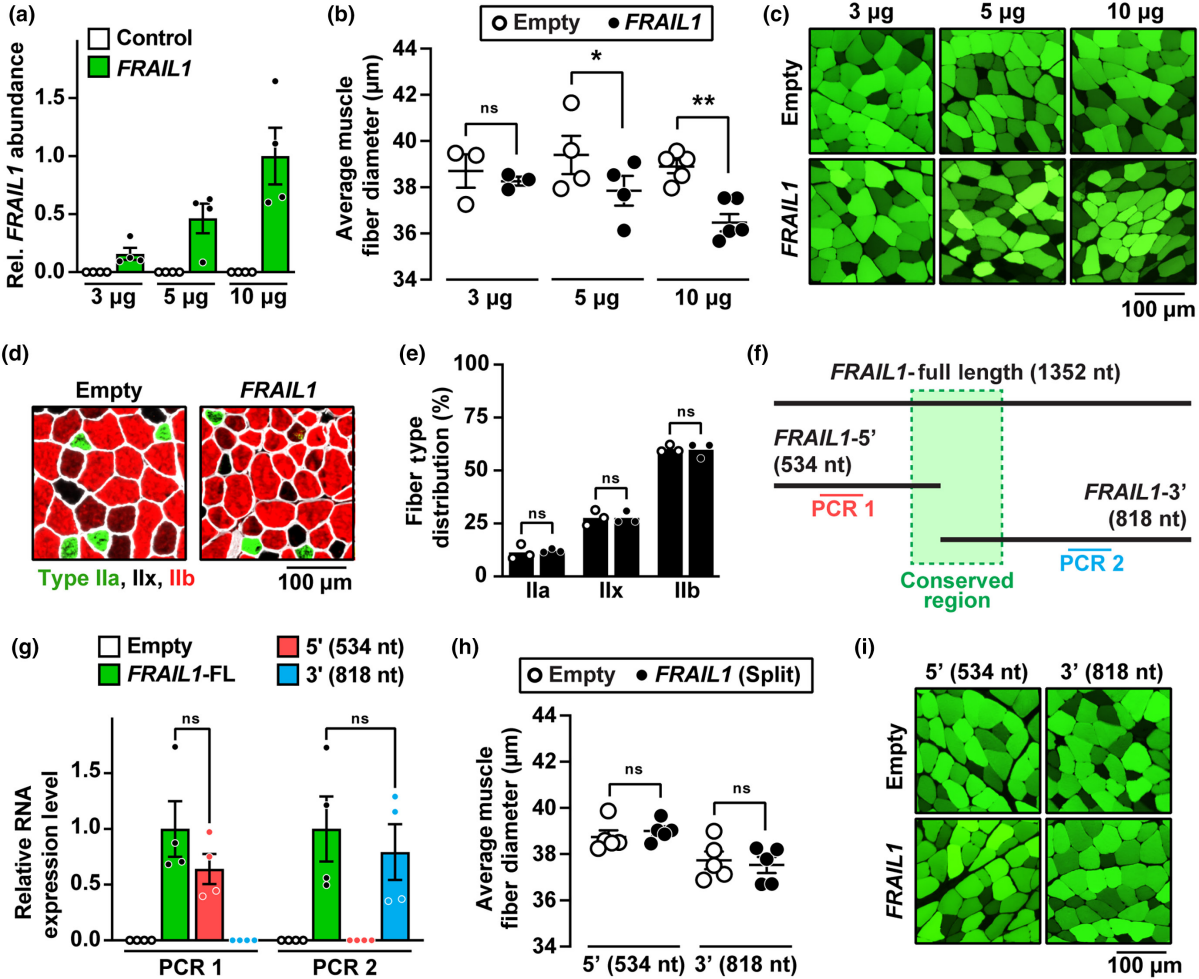
Forced expression of *FRAIL1* in mouse skeletal muscle causes muscle atrophy. (a–e) One TA muscle per mouse was transfected with empty plasmid (pcDNA3), and the contralateral TA in each mouse was transfected with plasmid encoding *FRAIL1* under the control of the cytomegalovirus (CMV) promoter, as indicated. Seven days posttransfection, bilateral TAs were harvested for RT‐qPCR analysis of *FRAIL1* expression (a) histological analysis of skeletal muscle fiber size (b, c) and immunofluorescence microscopy using antibodies targeting MYH2, MYH1, MYH4, and laminin for the quantification of muscle fiber type distributions (d, e). (f) Schematic diagram of the *FRAIL1* transcript and synthetic truncated isoforms. The region conserved between nonhuman primates is highlighted in green. (g–i) One TA muscle per mouse was transfected with 10 μg of empty plasmid, and the contralateral TA in each mouse was transfected with 10 μg of plasmid encoding one of the truncated forms of *FRAIL1* under the control of the CMV promoter, as indicated. Seven days posttransfection, bilateral TAs were harvested for RT‐qPCR analysis of RNA expression (g) and histological analysis of skeletal muscle fiber size (h, i). Shades of green (c, i) represent differential muscle fiber plasmid uptake following the transfection procedure. Horizontal bars indicate mean values from each group ±SEM, and *p* values were determined by paired (b, e, h) and unpaired (g) two‐tailed *t* tests. *p < 0.05, **p < 0.01.

### 2.4 Forced *FRAIL1* expression alters the global skeletal muscle proteome and transcriptome

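The RNA-seq experiment compared 12 tibialis anterior (TA) muscles from 6 mice. Each mouse received empty plasmid in the TA of 1 leg (Control muscles) and plasmid encoding *FRAIL1* in that of the other leg (*FRAIL1* muscles), 10 μg per muscle, and both TAs were taken after 7 days. RNA was extracted from muscle tissue, so the counts are sums over its cell types. The authors trimmed adaptors from paired-end mRNA reads, mapped them to the mouse genome mm10 and deposited the number of reads that mapped uniquely to each annotated gene, without normalization. Total counts ranged from 45018389 to 59309210 in the 6 Control muscles (median 50866193.5) and from 44848322 to 60527385 in the 6 *FRAIL1* muscles (median 48532028). The counts cover 27179 genes, listed by NCBI Gene ID, of which 21534 had a count in at least 1 muscle and 15502 passed edgeR's expression filter and were tested. *FRAIL1*, a human transcript, is not among these mouse genes, so its own expression was not measured here. Counts were scaled to library size as CPM with edgeR's TMM factors, and *FRAIL1* muscles were compared with Control muscles by edgeR's quasi-likelihood test, without a term for the mouse. Genes of the mitochondrial genome took 10.1 ± 0.805% of the counts (SD, n = 6 muscles) in Control muscles and 8.19 ± 1.35% (SD, n = 6) in *FRAIL1* muscles, and the 20 genes with the most counts took 35.6% and 32.4%, so the scaling was also computed without these genes. Muscles carry the replicate numbers 1 to 6 in both groups, and the muscles of 1 number were treated as those of 1 mouse. Whether reads were counted by strand is not stated in the paper's text, so genes that overlap another gene carry that limit. The overlap is not printed beside every such gene. It covered 76.2% of the transcript of *Igf2*, 29.5% of that of *Dbp* and 19.5% of that of *Gadd45a*, which are named below without it.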

To begin to understand the molecular changes underlying *FRAIL1*‐induced muscle fiber atrophy, we performed unbiased global proteomic and transcriptomic profiling of TA muscles ectopically expressing *FRAIL1* from two separate experimental cohorts of mice. This analysis revealed widespread changes in protein and gene expression that were more pronounced at the transcriptomic level compared to the proteomic level. 

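At the transcript level, 4297 of the 15502 genes tested had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. The 6 *FRAIL1* values all lay above or all lay below the 6 Control values for 757 genes, against 33.6 genes (0.216%) by chance. Control muscles lay between -25.9 and -11.0 on the first principal component of the log2 CPM values, which held 32.4% of their variance. The *FRAIL1* muscles lay between -5.92 and 59.5 on it, with muscle 5 at 59.5 and the next at 25.8. The proteins were measured in other mice and are not analysed here.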

A total of 5982 proteins were reliably quantified by tandem mass tag mass spectrometry (TMT‐MS) across experimental conditions with 199 (3.3%) increased and 178 (3.0%) decreased in abundance (FDR <0.05) with forced *FRAIL1* expression (Figure 5a, Table S2). 

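With an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 974 of the 15502 genes differed between *FRAIL1* and Control muscles. Of these, 687 were higher and 287 were lower in the *FRAIL1* muscles. The number depended on single muscles: it was 364 without *FRAIL1* muscle 1, 1579 without *FRAIL1* muscle 2 and 2110 without *FRAIL1* muscle 3, 494 and 601 without *FRAIL1* muscles 4 and 6, and between 400 and 537 when any 1 Control muscle was left out. Among the other settings the DESeq2 Wald test with the mouse as a block moved it most, to 2808 genes. With the mouse as a block in edgeR it was 2186 genes, 1159 higher and 1027 lower, which include 936 of the 974.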

By comparison, 15,538 RNA transcripts were reliably quantified by RNA‐Seq, of which 1238 (8.0%) were upregulated and 898 (5.8%) were downregulated (FDR <0.05) in response to *FRAIL1* (Figure 5b, Table S3). Consistent with our observations of equal muscle fiber type proportions by immunohistochemical staining (Figure 4d,e), forced *FRAIL1* expression did not alter the protein abundance of myosin heavy chain (MyHC) isoforms corresponding to the four major mouse skeletal muscle fiber types (MyHC‐Slow/MYH7, MyHC‐2A/MYH2, MyHC‐2X/MYH1, and MyHC2B/MYH4) (Table S2). *FRAIL1*‐regulated molecules included numerous proteins and mRNAs that have been implicated in the regulation of skeletal muscle mass and function. For example, *FRAIL1* expression reduced spermine oxidase (SMOX) protein and mRNA, an enzyme negatively associated with skeletal muscle atrophy across multiple diverse atrophy stimuli (Bongers et al., 2015; D'Ercole et al., 2022). 

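Of the mRNAs shown in Fig. 5d, *Kl*, *Ky*, *Sln*, *Cdkn1a*, *Runx1*, *Uchl1*, *Psmb5* and *Cd55* moved in the direction of the figure with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test over all genes tested. Myosin light chain kinase (*Mylk*; Gene ID 107589, chromosome 16 of GRCm38, 34745199 to 35002436) measured 32.6 ± 3.80 CPM (SD, n = 6) in Control and 27.7 ± 3.06 CPM (SD, n = 6) in *FRAIL1* muscles. Its log2 fold change was -0.24 (standard error 0.0878, adjusted p = 0.103 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and it was lower in 6 of 6 mice. With the mouse as a block the adjusted p-value was 0.0242, and over all alternative settings it ranged from 0.0119 to 0.208.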

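*Smox* (Gene ID 228608) lies on chromosome 2 of GRCm38 from 131491858 to 131525183. Its level was 649 ± 147 CPM (SD, n = 6) in Control muscles and 342 ± 154 CPM (SD, n = 6) in *FRAIL1* muscles, and it was lower in the *FRAIL1* muscle of 6 of 6 mice. The log2 fold change was -0.93 with a standard error of 0.302. The adjusted p-value was 0.0791 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), not past the 0.05 threshold, and in the 12 fits that each left out 1 muscle it was under it only without *FRAIL1* muscle 2, at 0.0362. Over all alternative settings it ranged from 7.1e-04 to 0.154. DESeq2's Wald test with a beta prior, which shrinks fold changes, moved the log2 fold change most, to -0.61. Single muscles ranged from 411 to 833 CPM in the Control group and from 127 to 556 CPM in the *FRAIL1* group.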

Additional mRNA transcripts positively associated with skeletal muscle mass that were reduced by *FRAIL1* expression included Insulin Receptor Substrate 2 (*Irs2*) *(*Long et al., 2011 *)*, Androgen Receptor (*Ar*) (Hosoi et al., 2023), Kyphoscoliosis Peptidase (*Ky*) (Blanco et al., 2001; Hedberg‐Oldfors et al., 2016) and Klotho (*Kl*) (Arroyo et al., 2021; Clemens et al., 2021; Ohsawa et al., 2023). On the other hand, *FRAIL1* increased the expression of proteins and mRNAs negatively associated with skeletal muscle mass and quality. This included upregulation of proteases and proteasome subunits including increases at the protein level of Proteasome 20S Subunit Alpha 5 (PSMA5) and HtrA Serine Peptidase 1 (HTRA1) (Tiaden & Richards, 2013), as well as increased mRNA abundance of transcripts encoding Proteasome 20S Subunit Beta 5 (*Psmb5*) and Ubiquitin C‐Terminal Hydrolase L1 (*Uchl1*) (Gao et al., 2019; Reddy et al., 2018). 

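*Irs2*, *Ky* and *Kl* had lower means in the *FRAIL1* muscles. *Irs2* (Gene ID 384783, chromosome 8 of GRCm38, 10984681 to 11008929) measured 8.96 ± 1.46 CPM (SD, n = 6) in Control and 6.70 ± 1.17 CPM (SD, n = 6) in *FRAIL1* muscles, a log2 fold change of -0.42 (standard error 0.131), and was lower in 5 of 6 mice. *Ky* (Gene ID 16716, chromosome 9, 102505755 to 102546247) measured 347 ± 29.9 and 256 ± 47.6 CPM, a log2 fold change of -0.44 (standard error 0.114), and was lower in 6 of 6 mice. *Kl* (Gene ID 16591, chromosome 5, 150952607 to 150993817) was near the lower end of detection at 0.553 ± 0.162 and 0.192 ± 0.131 CPM, a log2 fold change of -1.50 (standard error 0.387), and was lower in 6 of 6 mice. Adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0369 for *Ky* and 0.0355 for *Kl*, against 0.0645 for *Irs2*. With the mouse as a block, *Irs2* was also under 0.05, at 0.0275. Leaving out 1 muscle at a time kept *Ky* under 0.05 in 3 of 12 fits and *Kl* in 4, with the highest adjusted p-values at 0.0823 without Control muscle 2 and 0.0760 without Control muscle 3. *Irs2* came under 0.05 in 1 of the 12 fits (0.0319 without *FRAIL1* muscle 2). Over all alternative settings the adjusted p-values ranged from 0.00586 to 0.130 for *Irs2*, 1.8e-05 to 0.0823 for *Ky* and 0.00496 to 0.0760 for *Kl*.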

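*Psmb5* (Gene ID 19173) lies on chromosome 14 of GRCm38 from 54614120 to 54617995. It measured 62.6 ± 2.78 CPM (SD, n = 6) in Control and 74.4 ± 2.49 CPM (SD, n = 6) in *FRAIL1* muscles, a log2 fold change of 0.25 (standard error 0.0486, adjusted p = 0.0124 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A processed pseudogene, *Gm3375*, matches 88.4% of its transcript at 98% identity or more, so reads could be shared. *Uchl1* (Gene ID 22223, chromosome 5, 66676121 to 66687234) rose from 6.98 ± 1.05 to 20.1 ± 2.87 CPM, a log2 fold change of 1.53 (standard error 0.115, adjusted p = 1.3e-05 by the same edgeR test). The antisense gene *Uchl1os* overlaps 19.7% of its transcript. For both genes every *FRAIL1* muscle was above every Control muscle, and the adjusted p-value stayed under 0.05 with any 1 muscle left out. Other proteasome subunits did not follow *Psmb5*: over 31 subunit mRNAs the median log2 fold change was 0.030 (adjusted p = 0.447, camera, which tests whether a list's genes rank apart from all others), and the list was higher in 4 of 6 mice. Leaving out *FRAIL1* muscle 2 or 5 moved the median to 0.012 or 0.052. Of the 31 genes *Psmb5* alone had an adjusted p-value under 0.05 over all genes tested, against 1 gene adjusted over the list alone and 2 with the mouse as a block. PSMA5 and HTRA1 were measured as proteins and are not analysed here.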

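*Sln* (Gene ID 66402), on chromosome 9 of GRCm38 from 53850251 to 53853849, had the second largest rise among the genes that met the 0.05 threshold and whose groups did not overlap. It measured 16.8 ± 6.17 CPM (SD, n = 6) in Control muscles, between 12.1 and 27.96, and 90.4 ± 39.2 CPM (SD, n = 6) in *FRAIL1* muscles, between 58.9 and 153. The log2 fold change was 2.43 (standard error 0.308, adjusted p = 0.00265 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 2.21 and 2.63 with each muscle left out in turn. All 6 mice had the higher value in the *FRAIL1* muscle.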

Notably, forced *FRAIL1* expression also increased the abundance of mRNA encoding Sarcolipin (*Sln*), which is upregulated in immobilization‐induced muscle atrophy (Tomiya et al., 2019) and contributes to muscle wasting in models of muscular dystrophy (Niranjan et al., 2019; Schneider et al., 2013; Voit et al., 2017). 

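Of a list of 19 senescence-associated genes 18 were tested. Its median log2 fold change was 0.29, its mean was higher in the *FRAIL1* muscle of 6 of 6 mice, and its adjusted p-value was 0.00415 in camera. Of the 18 genes 13 were higher. Adjusted p-values under 0.05 by edgeR's quasi-likelihood test were reached by 2 of them, by 3 adjusted over the list alone, and by 4 with the mouse as a block. Without *FRAIL1* muscle 5 the median was 0.16, still past the threshold.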

Mouse skeletal muscles expressing *FRAIL1* also exhibited increases in several key molecules associated with signatures of cellular senescence. This included *FRAIL1*‐dependent increases in Cyclin Dependent Kinase Inhibitor 1A (*Cdkn1a/p21*), RUNX Family Transcription Factor 1 (*Runx1*), Insulin‐Like Growth Factor Binding Protein 7 (*Igfbp7*), and CD55 (Avelar et al., 2020; Englund et al., 2023; Saul et al., 2022; Zhang et al., 2022) (Figure 5c,d). These results indicate that *FRAIL1*‐mediated atrophy is associated with global proteomic and transcriptomic changes indicative of impaired skeletal muscle homeostasis and consistent with skeletal muscle atrophy.

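*Cdkn1a* (Gene ID 12575, chromosome 17 of GRCm38, 29090979 to 29100722) measured 43.8 ± 12.6 CPM (SD, n = 6) in Control and 89.0 ± 23.3 CPM (SD, n = 6) in *FRAIL1* muscles, a log2 fold change of 1.02 (standard error 0.202). A transcript model of unverified status overlaps 12.6% of its transcript. *Runx1* (Gene ID 12394, chromosome 16, 92601466 to 92826074) measured 10.4 ± 2.64 and 19.3 ± 5.59 CPM, a log2 fold change of 0.89 (standard error 0.203). *Igfbp7* (Gene ID 29817, chromosome 5, 77349240 to 77408045) measured 70.7 ± 6.88 and 89.2 ± 26.7 CPM, a log2 fold change of 0.34 (standard error 0.149). *Cd55* (Gene ID 13136, chromosome 1, 130429798 to 130465009), of which 15.4% is shared with other genes, mainly its neighbor *Cd55b*, measured 45.1 ± 3.89 and 63.7 ± 10.98 CPM, a log2 fold change of 0.50 (standard error 0.0968). Each was higher in the *FRAIL1* muscle of 6 of 6 mice. Adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0177 for *Cdkn1a*, 0.0277 for *Runx1* and 0.0124 for *Cd55*, while *Igfbp7* at 0.162 did not pass. The *Igfbp7* rise rested largely on *FRAIL1* muscle 5 (144 CPM), without which its log2 fold change was 0.15. *Runx1* was above the threshold with the mouse as a block (0.0678) and in 4 of the 12 fits that each left out 1 muscle, reaching 0.0612 without Control muscle 2. *Cdkn1a* and *Cd55* stayed under it in all 12, but *Cdkn1a* did not when both muscles numbered 5 were left out (0.109 with the block), a setting chosen after seeing the data. Over all alternative settings the adjusted p-values ranged from 1.1e-05 to 0.109 for *Cdkn1a*, 4.3e-04 to 0.202 for *Runx1* and 1.1e-04 to 0.0341 for *Cd55*.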

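From these mRNAs and from proteins measured in other mice, the paper proposes that the atrophy seen with *FRAIL1* is associated with broad changes in proteins and transcripts that point to impaired homeostasis of the muscle and to atrophy.

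**Figure D1:**
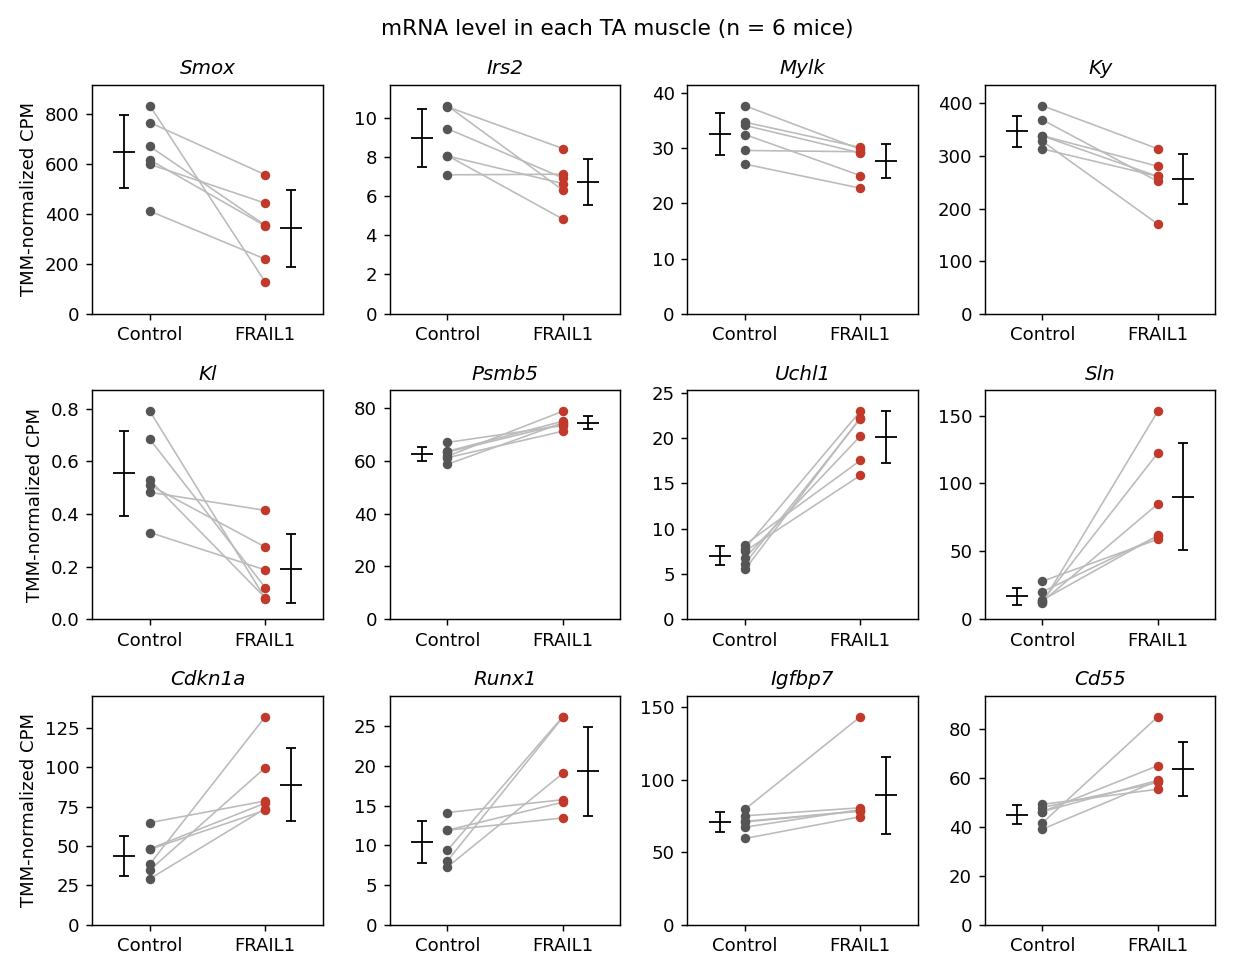
CPM of 12 mRNAs named in the text in each of the 12 muscles, with Control and *FRAIL1* muscles of 1 mouse joined by a line and the mean ± SD of each group (n = 6) drawn beside the points; the range of the y axis differs between panels. The 6 lines rise for *Sln*, *Uchl1*, *Cdkn1a*, *Runx1*, *Psmb5*, *Cd55* and *Igfbp7* and fall for *Smox*, *Ky*, *Kl* and *Mylk*, and 5 of 6 fall for *Irs2*.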

**FIGURE 5:**
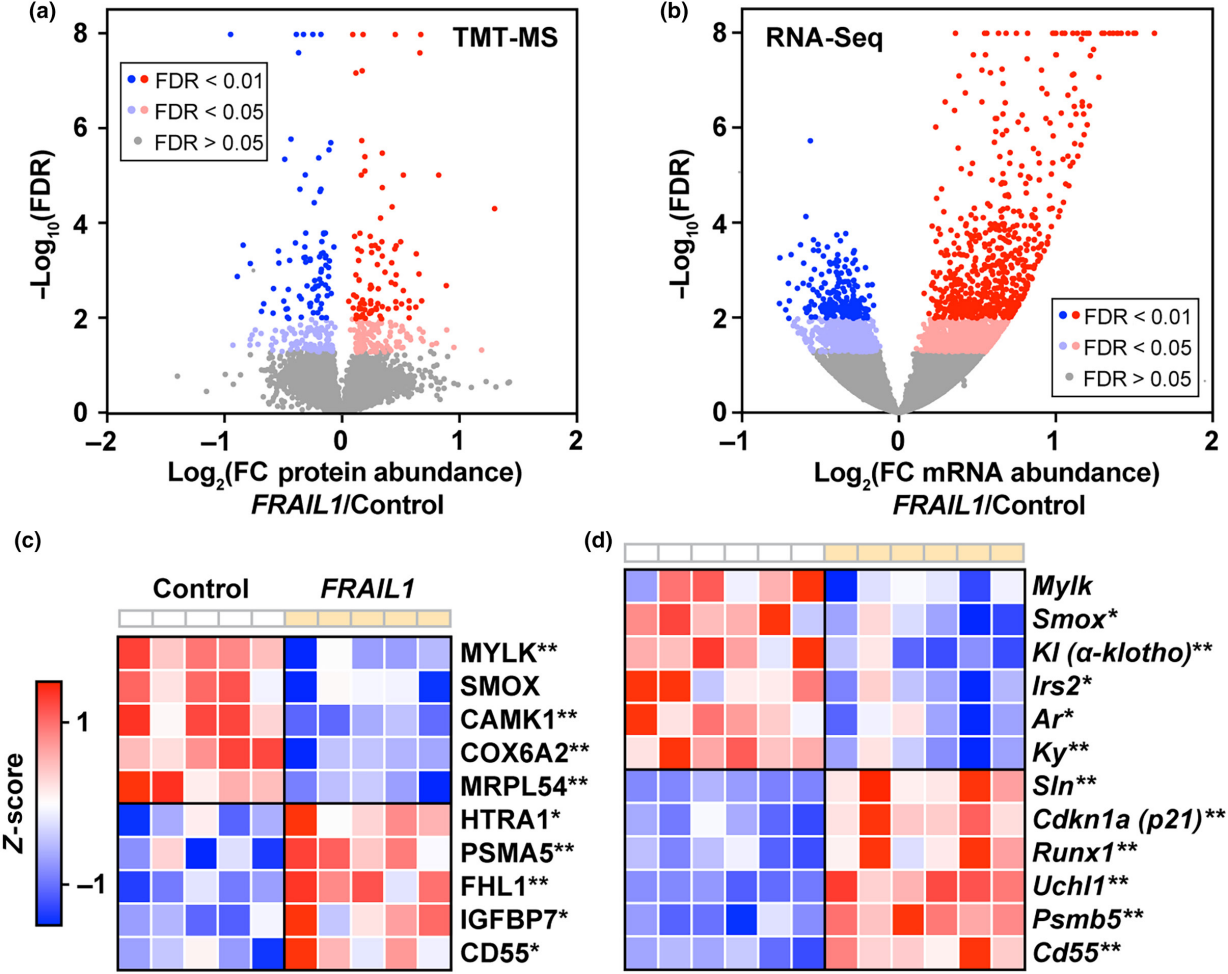
Forced *FRAIL1* expression alters the global skeletal muscle proteome and transcriptome. (a, b) One TA muscle per mouse (*n* = 5) was transfected with 10 μg of empty plasmid (pcDNA3), and the contralateral TA in each mouse was transfected with 10 μg of full‐length *FRAIL1* expressing plasmid. Seven days posttransfection, bilateral TAs were harvested and subjected to TMT‐mass spectrometry. In a separate cohort, one TA muscle per mouse (*n* = 6) was transfected with 10 μg of empty plasmid (pcDNA3), and the contralateral TA in each mouse was transfected with 10 μg of full‐length *FRAIL1* expressing plasmid. Seven days posttransfection, bilateral TAs were harvested and subjected to RNA‐seq analysis. (a, b) Volcano plots of differences in global protein (a) and transcript (b) abundance following ectopic *FRAIL1* expression. (c, d) Heatmaps of key skeletal muscle proteins (c) and mRNAs (d) differentially expressed in response to *FRAIL1* expression. False discovery rate (FDR) was determined by Benjamini‐Hochberg correction. * FDR ≤ 0.05, ** FDR ≤ 0.01.

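The 5 largest rises and the 5 largest falls were named among genes with an adjusted p-value under 0.05 by edgeR's quasi-likelihood test whose 6 *FRAIL1* values all lay on 1 side of the 6 Control values. The rises were *Tac4* (log2 fold change 2.73, adjusted p = 0.00738, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Sln*, *Cdsn* (2.31), *Tnni1* (2.27) and *Slc44a4* (2.25). *Tac4*, *Cdsn* and *Slc44a4* were near the lower end of detection, at 0.112 ± 0.0701, 0.204 ± 0.111 and 0.193 ± 0.0779 CPM (SD, n = 6) in Control muscles, whereas *Tnni1*, the slow skeletal troponin I on chromosome 1 of GRCm38 from 135783033 to 135810989, rose from 21.7 ± 3.68 to 104 ± 64.8 CPM. The falls were smaller: *Pou3f3* (-1.31), *Ifitm1* (-0.98), *2310016D03Rik* (-0.74), *1700067K01Rik* (-0.73) and *Gm5860* (-0.72), whose Control means lay between 0.336 and 5.55 CPM. The 5 rises stayed under 0.05 in every alternative setting that tested them, and of the falls only *Ifitm1* did. *Pou3f3* was above it in 13 of 24 alternatives, *1700067K01Rik* in 12 of 25, *2310016D03Rik* in 9 of 25 and *Gm5860* in 7 of 25.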

### 2.5 Forced *FRAIL1* expression increases the abundance of proteins involved in RNA splicing and alters splicing of skeletal muscle mRNAs

To identify molecular pathways that were dysregulated in response to *FRAIL1* expression in mouse skeletal muscle, we first performed gene ontology (GO) enrichment analysis of proteins that were increased in response to *FRAIL1* overexpression. The major theme emerging from this analysis was the upregulation of proteins involved in RNA splicing (Figure 6a), formation of the spliceosome (Figure 6b), and mRNA binding (Figure 6c). This enrichment of splicing‐associated pathways was driven by upregulation of proteins directly involved in mRNA processing including, but not limited to, Muscleblind Like Splicing Regulator 1 (MBNL1), Serine/Arginine Rich Splicing Factor 3 (SRSF3), Pre‐MRNA Processing Factor 38B (PRPF38B), and Cleavage/Polyadenylation Specific Factor 7 (CPSF7) (Figure 6d–f). Therefore, we hypothesized that forced *FRAIL1* expression induces differential splicing of mRNAs in skeletal muscle. To test this hypothesis, we performed an alternative splicing analysis of our transcriptomic data derived from mouse skeletal muscles expressing *FRAIL1* to identify differential exon usage normalized to changes in overall transcript abundance. This analysis identified 341 exons with differential abundance from a total of 240 unique genes (FDR < 0.1) (Table S4). Differentially spliced mRNAs included Troponin T3 (*Tnnt3*) and the mitochondrial accessory Complex I Subunit V3 (*Ndufv3*). Differential isoform expression of *Tnnt3* in skeletal muscle has been previously reported as a consequence of aging and limb immobilization, where it is associated with altered muscle contractile properties (Coble et al., 2015; Ravi et al., 2016; Sancisi et al., 2014; Schilder et al., 2011). 

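Troponin T3, the fast skeletal troponin T, is encoded by *Tnnt3* (Gene ID 21957) on chromosome 7 of GRCm38 from 142498771 to 142516213. Over the whole gene its mRNA measured 16423 ± 830 CPM (SD, n = 6) in Control and 13883 ± 1493 CPM (SD, n = 6) in *FRAIL1* muscles and was lower in 6 of 6 mice. The log2 fold change was -0.24 (standard error 0.0816, adjusted p = 0.0777 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It came under 0.05 in 1 of the 12 fits that each left out 1 muscle, at 0.0327 without *FRAIL1* muscle 3, and ranged from 0.0143 to 0.132 over all alternative settings. The counts are per gene, so exon usage was not analysed here.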

In *FRAIL1* expressing mouse skeletal muscles, differential splicing of *Tnnt3* exons 8 and 9 was accompanied by decreased overall *Tnnt3* mRNA abundance and a reduction in TNNT3 protein (Figure 6g). By contrast, *FRAIL1* expression led to increased incorporation of *Ndufv3* exon 3 without altering total *Ndufv3* mRNA or NDUFV3 protein abundance (Figure 6h). 

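Over the whole gene, *Ndufv3* (Gene ID 78330, chromosome 17 of GRCm38, 31520115 to 31531326) measured 106 ± 11.02 CPM (SD, n = 6) in Control and 99.5 ± 7.96 CPM (SD, n = 6) in *FRAIL1* muscles. The log2 fold change was -0.095 (standard error 0.0757, adjusted p = 0.437 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), smaller than the spread within either group. The *FRAIL1* muscle had the higher value in 2 of 6 mice, and without Control muscle 5 the log2 fold change was -0.057.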

The long isoform of NDUFV3, which incorporates a coding sequence contained within *Ndufv3* exon 3, is not typically expressed in skeletal muscle and is associated with differential complex I affinity to NADH (Dibley et al., 2017; Guerrero‐Castillo et al., 2017). Taken together, these results indicate that *FRAIL1* expression in skeletal muscle alters the abundance of proteins involved in RNA splicing and, either directly or indirectly, contributes to differential exon usage within mRNAs encoding protein isoforms with established functions in muscle.

**FIGURE 6:**
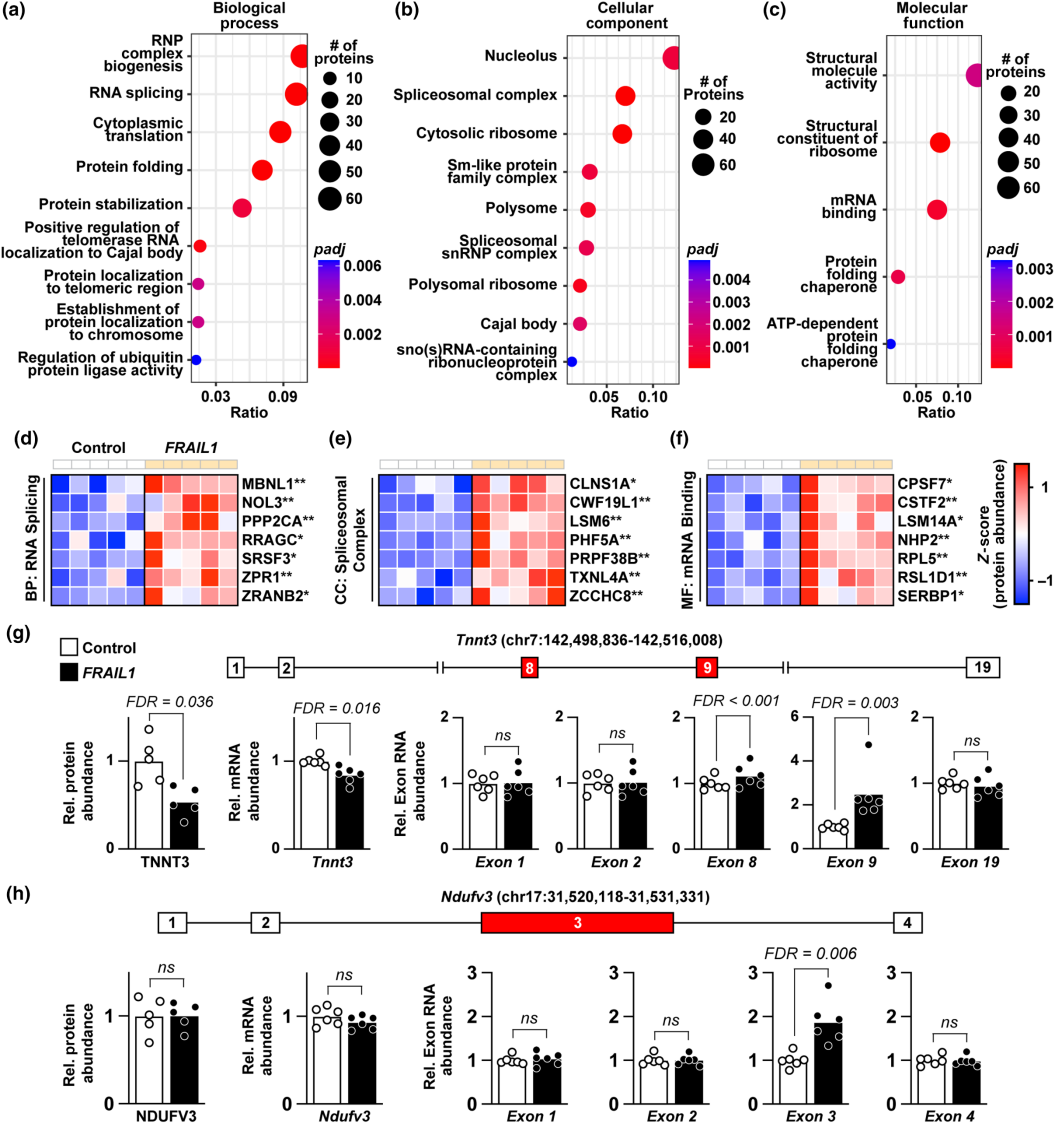
Forced *FRAIL1* expression increases the abundance of proteins involved in RNA splicing and alters the splicing of skeletal muscle mRNAs. (a–c) Enrichment plots of overrepresented GO terms among proteins increased by ectopic *FRAIL1* expression in mouse skeletal muscle for biological process (a), cellular component (b), and molecular function (c) categories. (d–f) Heatmaps of key upregulated proteins from the RNA splicing (d), spliceosomal complex (e), and mRNA‐binding (f) ontologies. (g) Diagram of the mouse *Tnnt3* locus and relative expression of TNNT3 protein, *Tnnt3* mRNA, and *Tnnt3* exons 1, 2, 8, 9, and 19 between control and *FRAIL1* expressing mouse skeletal muscles. (h) Diagram of the mouse *Ndufv3* locus and relative expression of NDUFV3 protein, *Ndufv3* mRNA, and *Ndufv3* exons 1–4 between control and *FRAIL1* expressing mouse skeletal muscles. False discovery rate (FDR) was determined by Benjamini‐Hochberg correction. *FDR ≤ 0.05, **FDR ≤ 0.01.

### 2.6 Forced *FRAIL1* expression downregulates transcripts and proteins involved in the regulation of skeletal muscle structure, energy production, and metabolism

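Lists of genes for the pathways discussed were written by hand, 22 lists with 581 genes in all, since the Reactome gene sets were not used here. The value given for each list is the median log2 fold change of its tested genes. Each list was tested with camera from the limma package, with a preset correlation between genes of 0.01, and p-values were Benjamini-Hochberg adjusted over the 22 lists. With the correlation estimated from these muscles instead, none of the lists for the pathways of the paper's GSEA was past the 0.05 threshold. With fry, a rotation test, 5 of those 7 lists remained past it, and the nuclear-encoded electron transport chain and the citric acid cycle did not. Each list was also scored per muscle as the mean log2 CPM of its genes, and the difference between the muscles of 1 mouse was taken.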

To further characterize the effects of *FRAIL1* expression in mouse skeletal muscle, we performed gene set enrichment analysis (GSEA) of mRNAs that were dysregulated in response to *FRAIL1* expression. The dominant upregulated gene sets were involved in remodeling of the extracellular matrix and collagen turnover (Figure S5, Table S5). 

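Of 51 tested genes of collagens and the extracellular matrix, 49 were higher in the *FRAIL1* muscles, with a median log2 fold change of 0.64 (adjusted p = 5.0e-17, camera). The list was higher in 6 of 6 mice, by 0.57 ± 0.443 on the log2 scale (SD, n = 6 mice), from 0.20 to 1.34. *FRAIL1* muscle 5 weighed heavily, and without it the median was 0.41. In edgeR's quasi-likelihood test, 16 of the 51 genes were higher with an adjusted p-value under 0.05 over all genes tested, and 36 were higher and 1 lower when adjusted over the list alone. *Lox* (Gene ID 16948, chromosome 18 of GRCm38, 52516060 to 52529867), which crosslinks collagen, rose from 9.71 ± 1.89 to 18.3 ± 4.54 CPM (SD, n = 6), a log2 fold change of 0.91 (standard error 0.166, adjusted p = 0.0124 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fn1* (Gene ID 14268) had a log2 fold change of 0.84 (standard error 0.182, adjusted p = 0.0221 by the same edgeR test, 0.0530 with the mouse as a block), and was past the threshold in 9 of the 12 fits that each left out 1 muscle, with 0.0553 without Control muscle 1. *Postn* (Gene ID 50706) had a log2 fold change of 1.60 (standard error 0.418, adjusted p = 0.0469 by that edgeR test, 0.109 with the block), and of 1.02 without *FRAIL1* muscle 5. The fibrillar collagens *Col1a1* (log2 fold change 1.04, adjusted p = 0.0522 by edgeR's test) and *Col3a1* (0.82, adjusted p = 0.0671) were higher in 6 of 6 mice and did not pass the threshold. Without *FRAIL1* muscle 5 they had log2 fold changes of 0.68 and 0.51, and *Col1a1* was then past the threshold at 0.0309. Over all alternative settings the adjusted p-values of edgeR, DESeq2 and limma ranged from 1.4e-04 to 0.0992 for *Fn1*, 0.00491 to 0.109 for *Postn*, 0.0252 to 0.153 for *Col1a1* and 0.0478 to 0.187 for *Col3a1*.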

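Among the 22 lists, 11 were lower and 5 were higher in the *FRAIL1* muscles with an adjusted p-value under 0.05 in camera. The 6 lists written for the downregulated themes of the paper (genes of the mitochondrial genome, nuclear-encoded subunits of the electron transport chain, the citric acid cycle, AMPK and mTORC1, the circadian clock and nuclear receptors) are among the 11. The mRNAs of the Fig. 7b heatmap, which the paper chose on these same muscles and which are therefore not independent evidence, had a median log2 fold change of -0.38 over 46 genes (adjusted p = 8.3e-21, camera), and all 46 were lower. In edgeR's quasi-likelihood test 9 of the 46 had an adjusted p-value under 0.05, 40 adjusted over the list alone and 32 with the mouse as a block.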

The top five most significantly repressed pathways have known roles in skeletal muscle homeostasis and were representative of overarching themes observed throughout downregulated pathways (Table S5). Specifically, *FRAIL1* expression reduced the expression of mRNAs involved in mitochondrial function, mTOR/AMPK signaling, and the circadian clock (Figure 7a). 

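The citric acid cycle and pyruvate entry list had a median log2 fold change of -0.14 over 25 genes (adjusted p = 1.1e-04, camera). It was lower in 6 of 6 mice, by a mean difference of -0.14 ± 0.117 (SD, n = 6 mice). In edgeR's quasi-likelihood test 1 of its genes, *Pcx*, had an adjusted p-value under 0.05, and 1 did adjusted over the list alone, against 2 with the mouse as a block. The AMPK and mTORC1 list had a median of -0.11 over 37 genes (adjusted p = 5.8e-04, camera) and was lower in 6 of 6 mice (mean difference -0.12 ± 0.0888, SD). Of its genes 4 were lower with an adjusted p-value under 0.05, 11 were lower and 2 higher adjusted over the list alone, and 10 were lower with the block. The circadian clock list had a median of -0.12 over 19 genes (adjusted p = 0.00598, camera) and was lower in 6 of 6 mice (mean difference -0.17 ± 0.142, SD). Adjusted p-values under 0.05 were reached by 2 of its genes, *Arntl* and *Hlf*, and by the same number adjusted over the list alone, against 4 with the block.

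**Figure D2:**
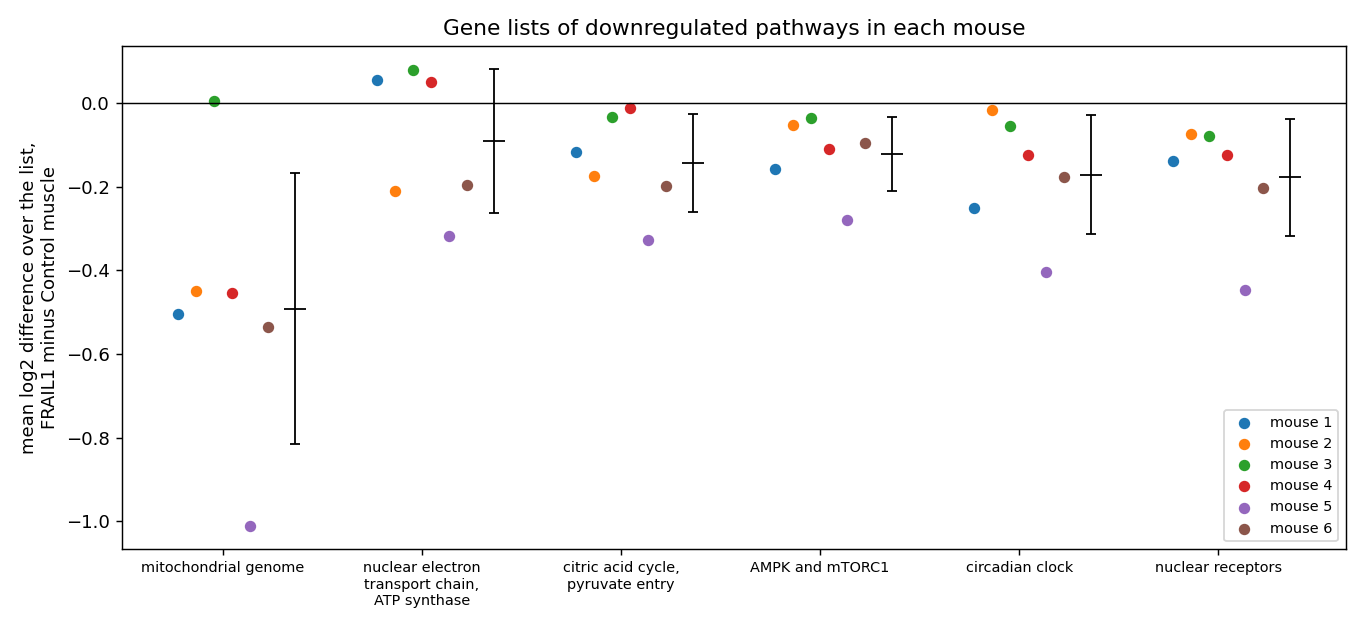
Difference between the *FRAIL1* and the Control muscle of each of the 6 mice (points) in the mean log2 CPM of 6 gene lists, with the mean ± SD over mice beside them. Mice 1 to 6 lie below 0 for 4 of the lists, mouse 3 lies at 0.0069 for the mitochondrial genome, and 3 of 6 mice lie above 0 for the nuclear-encoded electron transport chain; mouse 5 has the lowest value in each list.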

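The 13 protein-coding genes of the mitochondrial genome were all lower in the *FRAIL1* muscles, with log2 fold changes from -0.59 to -0.35 and a median of -0.45 (adjusted p = 3.8e-08, camera). The list was lower in 5 of 6 mice, and the mean difference was -0.49 ± 0.324 (SD, n = 6 mice). The well-counted *COX1*, *CYTB*, *ND1*, *ND2*, *ND4*, *ND5* and *ND6* were each lower in 6 of 6 mice. *COX2*, *COX3*, *ATP6*, *ATP8*, *ND3* and *ND4L*, at 13.1 CPM or less, were each higher in 1 mouse, and they weigh as much in the list score. None of the 13 had an adjusted p-value under 0.05 over all genes tested (12 had an unadjusted p-value under 0.05), 11 did adjusted over the list alone, and 7 did with the mouse as a block, all by edgeR's quasi-likelihood test. *COX1* (Gene ID 17708), from 5328 to 6872 of the mitochondrial genome, measured 42209 ± 3158 CPM (SD, n = 6) in Control and 31340 ± 6524 CPM (SD, n = 6) in *FRAIL1* muscles, a log2 fold change of -0.43 (standard error 0.127, adjusted p = 0.0553 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0153 with the block). *CYTB* (Gene ID 17711, 14145 to 15288) fell from 20283 ± 1277 to 15177 ± 3066 CPM, a log2 fold change of -0.42 (standard error 0.122, adjusted p = 0.0532 by edgeR's test, 0.0186 with the block). Each of them came under 0.05 in 3 of the 12 fits that each left out 1 muscle (0.0224 for *COX1* without *FRAIL1* muscle 3, 0.0218 for *CYTB* without *FRAIL1* muscle 5), and over all alternative settings the adjusted p-values ranged from 2.9e-06 to 0.112 and from 3.0e-05 to 0.107. *ATP6*, *COX2*, *COX3*, *ND3* and *ND4L* were counted at only 2.92 to 13.1 CPM in Control muscles; pseudogenes on chromosome 1 match between 98.99% and 99.9% of each of them at 98% identity or more, and reads that match several places are not counted. Copies cover 63.6% of *ND4* and 31.3% of *COX1*, and *ATP8*, at 0.947 CPM, had no copy found among annotated transcripts, the only sequences searched. Among nuclear-encoded subunits of the electron transport chain and ATP synthase the fall was smaller, with a median of -0.088 over 74 genes (adjusted p = 1.1e-04, camera). Of these 64 were lower and 10 higher, and the list was lower in 3 of 6 mice. The median was -0.051 without Control muscle 6. No single subunit had an adjusted p-value under 0.05 in edgeR's test, with or without the block or adjusted over the list alone, and 13 had an unadjusted p-value under 0.05, all of them lower.

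**Figure D3:**
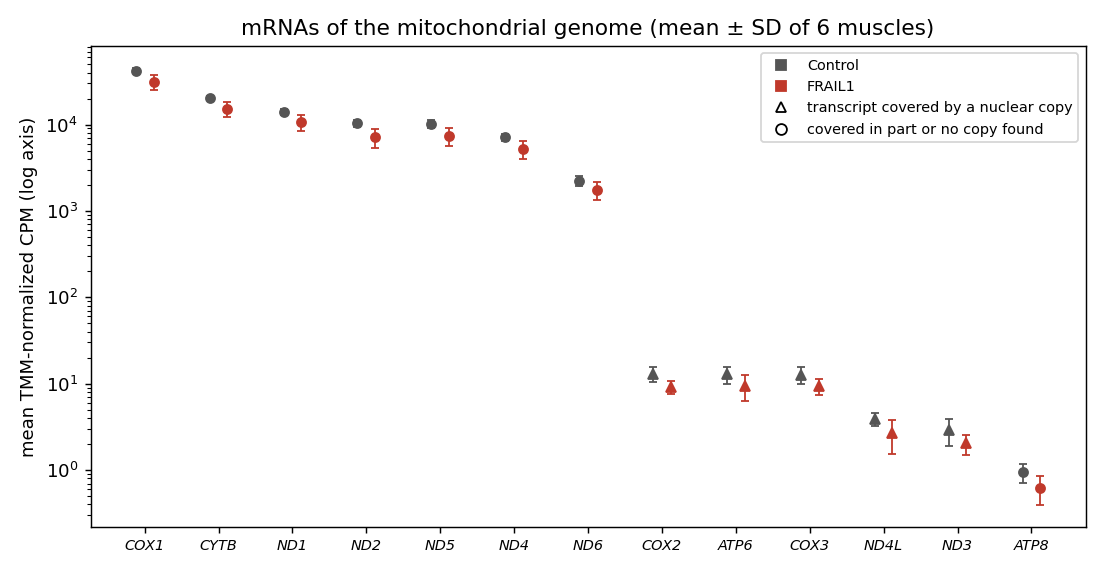
CPM on a log axis of the 13 mitochondrial mRNAs in the Control and *FRAIL1* muscles, mean ± SD (n = 6 each), with triangles for mRNAs covered by a near-identical nuclear copy. *COX1*, *CYTB*, *ND1*, *ND2*, *ND4*, *ND5* and *ND6* lie at 1757 CPM or more in both groups and the other 6 at 13.1 CPM or less.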

Reductions in the citric acid cycle and respiratory electron transport were driven by strong repression of transcripts from both mitochondrial and nuclear genomes encoding protein subunits of electron transport chain complexes and other mitochondrial enzymes (Figure 7b). The *FRAIL1*‐induced repression in mTOR/AMPK signaling gene sets was driven in part by decreased abundance of transcripts encoding multiple AMP‐activated protein kinase (AMPK) subunits (*Prkaa2*, *Prkab2*, *Prkag2)* (Figure 7b). 

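*Prkab2* (Gene ID 108097, chromosome 3 of GRCm38, 97658211 to 97673812) measured 314 ± 26.1 CPM (SD, n = 6) in Control and 211 ± 52.4 CPM (SD, n = 6) in *FRAIL1* muscles, a log2 fold change of -0.57 (standard error 0.147). *Prkag2* (Gene ID 108099, chromosome 5, 24862735 to 25106282) measured 21.1 ± 2.62 and 16.9 ± 1.61 CPM, a log2 fold change of -0.33 (standard error 0.0889). *Prkaa2* (Gene ID 108079, chromosome 4, 105029649 to 105109898) measured 166 ± 25.7 and 135 ± 21.8 CPM, a log2 fold change of -0.30 (standard error 0.122). All 3 were lower in 6 of 6 mice. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p-value was 0.0376 for *Prkab2*, 0.0431 for *Prkag2* and 0.133 for *Prkaa2*, the last falling to 0.0248 with the mouse as a block. *Prkab2* was under 0.05 in 4 and *Prkag2* in 3 of the 12 fits that each left out 1 muscle, and without Control muscle 1 they rose to 0.0815 and 0.0899. Over all alternative settings the adjusted p-values ranged from 0.00224 to 0.259 for *Prkaa2*, 3.6e-06 to 0.0815 for *Prkab2* and 0.00262 to 0.0905 for *Prkag2*.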

AMPK is a key regulator of mTOR signaling, and normal skeletal muscle aging is associated with decreased levels of AMPK and increased activation of mTOR (Bujak et al., 2015; Reznick et al., 2007; Sandri et al., 2013). 

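The nuclear receptor list held 47 genes, of which 37 were tested. Their median log2 fold change was -0.14 (adjusted p = 2.0e-04, camera), 8 of the 37 were higher, and the list was lower in 6 of 6 mice (mean difference -0.18 ± 0.140, SD, n = 6 mice). In edgeR's quasi-likelihood test 1 gene, *Rxra*, had an adjusted p-value under 0.05, over all genes and adjusted over the list alone, against 6 with the mouse as a block. The list shared 4 tested genes with that of the circadian clock.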

Last, *FRAIL1*‐induced reductions in the circadian clock and other nuclear receptor transcription pathways were driven by partially overlapping sets of mRNAs. 

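*Bmal1* is listed as *Arntl* (Gene ID 11865), on chromosome 7 of GRCm38 from 113178471 to 113314126. It measured 24.6 ± 3.25 CPM (SD, n = 6) in Control and 17.9 ± 3.46 CPM (SD, n = 6) in *FRAIL1* muscles, a log2 fold change of -0.45 (standard error 0.122). *Nr1d1* (Gene ID 217166, chromosome 11, 98767932 to 98775377), whose transcript shares 9.89% with *Thra*, measured 257 ± 25.1 and 203 ± 36.8 CPM, a log2 fold change of -0.34 (standard error 0.116). *Rxra* (Gene ID 20181, chromosome 2, 27676445 to 27763319) measured 224 ± 7.27 and 166 ± 31.8 CPM, a log2 fold change of -0.43 (standard error 0.109), and its 6 *FRAIL1* values all lay below the 6 Control values. Each of the 3 was lower in 6 of 6 mice. Adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0429 for *Arntl* and 0.0335 for *Rxra*, and 0.0821 for *Nr1d1* (0.0383 with the mouse as a block). Of the 12 fits that each left out 1 muscle, 3 kept *Arntl* and 3 kept *Rxra* under 0.05, and without Control muscle 1 they were at 0.0913 and 0.0710. *Nr1d1* came under 0.05 in 2, at 0.0473 without *FRAIL1* muscle 3. Over all alternative settings the adjusted p-values ranged from 8.7e-05 to 0.0923 for *Arntl*, 0.00341 to 0.159 for *Nr1d1* and 1.3e-04 to 0.0710 for *Rxra*. The clock genes *Per1*, *Per2* and *Dbp* stayed near their Control level (log2 fold changes 0.057, -0.060 and 0.019), and their sign turned over when single muscles were left out.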

Downregulated transcripts from these gene sets encode key transcription factors including Basic Helix–Loop–Helix ARNT Like 1 (*Bmal1*), Rev‐erb‐α (*Nr1d1*), and Retinoid X Receptor Alpha (*Rxra*) (Figure 7b).

**FIGURE 7:**
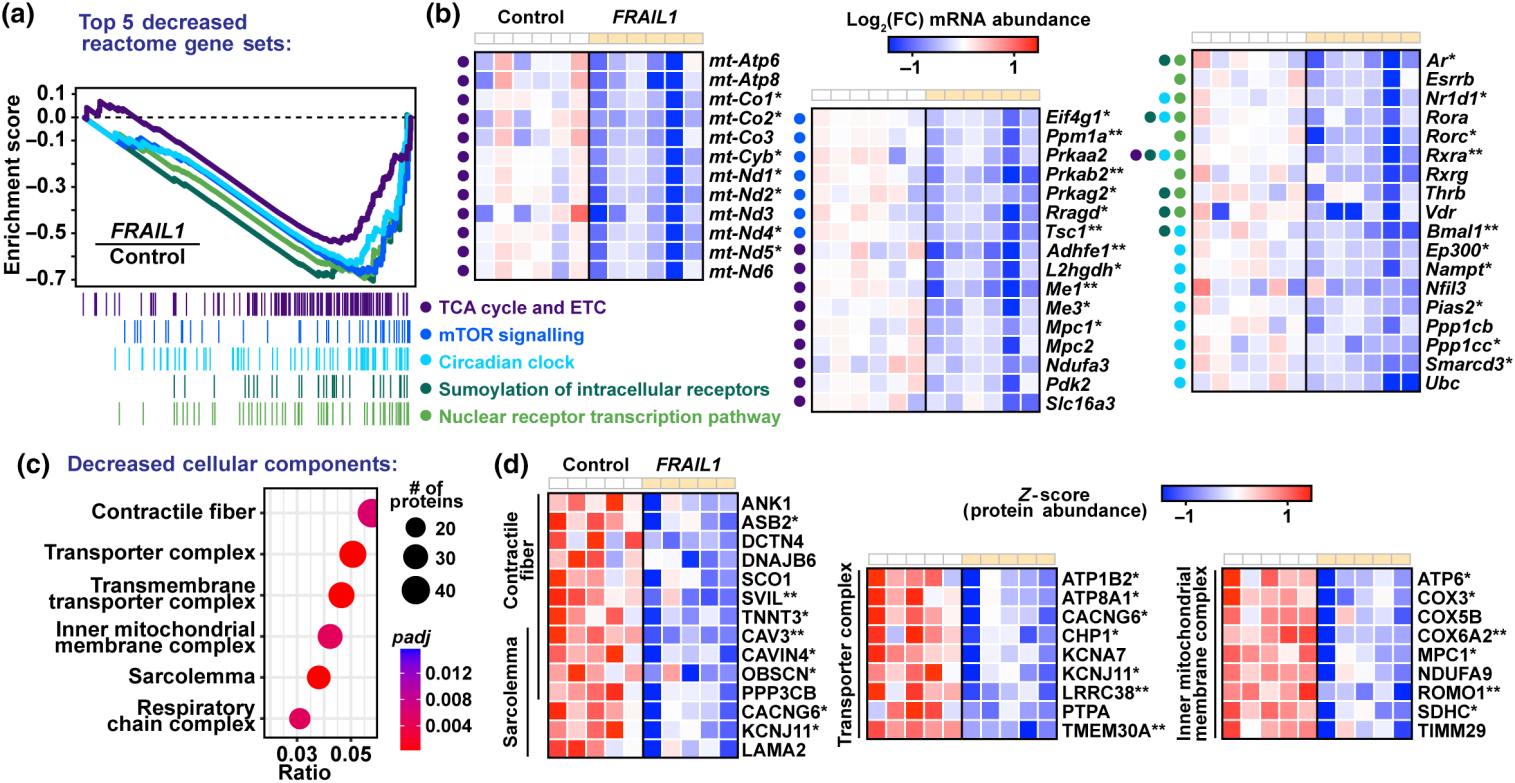
Forced *FRAIL1* expression downregulates transcripts and proteins involved in the regulation of skeletal muscle structure, energy production, and metabolism. Gene set enrichment analysis (GSEA) of RNA‐seq data was used to identify pathways that were repressed by *FRAIL1* expression in mouse skeletal muscle. (a, b) Enrichment plots of the top five Reactome gene sets that were repressed by *FRAIL1* expression in mouse tibialis anterior muscles (a) and heatmap of key individual transcripts from those gene sets (b) downregulated in response to *FRAIL1*. Colored dots left of heatmaps indicate the gene set(s) of origin for the associated gene. (c, d) Enrichment plots of overrepresented cellular component GO terms among skeletal muscle proteins decreased by ectopic *FRAIL1* expression (c) and key downregulated proteins from those ontologies (d). False discovery rate (FDR) was determined by Benjamini‐Hochberg correction. *FDR ≤ 0.05, **FDR ≤ 0.01.

Finally, we performed GO enrichment analysis on proteins reduced following forced *FRAIL1* expression in skeletal muscle. Decreased proteins were enriched for components of the contractile fiber and sarcolemma, as well as inner mitochondrial membrane and transporter complexes (Figure 7c). Muscles expressing *FRAIL1* exhibited decreased levels of the structural proteins Ankyrin 1 (ANK1), Obscurin (OBSC), and Supervillin (SVIL), three proteins that are critical for proper contractile function in striated muscle cells (Figure 7d; Armani et al., 2006; Giacomello et al., 2015; Hedberg‐Oldfors et al., 2020; Kontrogianni‐Konstantopoulos et al., 2003; Kontrogianni‐Konstantopoulos & Bloch, 2005). Furthermore, in accordance with decreased mitochondrial mRNA expression, *FRAIL1* expression depleted protein subunits of multiple electron transport chain complexes (Figure 7d). Taken together, these results indicate that *FRAIL1* expression in skeletal muscle is sufficient to decrease the abundance of mRNAs and proteins involved in key muscle metabolic signaling pathways, energy production and muscle structure.

## 3 DISCUSSION

In this study, we sought to characterize aging‐induced changes in human skeletal muscle lncRNA expression with the objective of identifying lncRNA molecules that might contribute to the salient morphological, biochemical, and functional features of aging skeletal muscle. Analysis of RNA‐Seq data obtained from human muscle biopsies from two independent cohorts of young and older individuals revealed *FRAIL1* as a highly abundant skeletal muscle‐enriched lncRNA that is robustly upregulated in older adults, particularly older females. Importantly, this understudied transcript was also recently highlighted as one of the top 10 skeletal muscle RNAs induced by aging (Tumasian III et al., 2021). *FRAIL1* is expressed within myonuclei and strongly enriched in skeletal muscle compared with other tissues, including cardiac muscle. We found that *FRAIL1* expression is sex‐dependent, and elevated *FRAIL1* levels coincide with decreased leg muscle strength and power. Furthermore, the *FRAIL1* promoter harbors binding sites for numerous skeletal muscle transcription factors whose mRNA expression levels mirror the pattern of *FRAIL1* expression across sex and age groups.

Previous studies investigating the roles of lncRNAs in skeletal muscle have primarily focused on lncRNAs that are conserved in nucleotide sequence between humans and rodents (Neppl et al., 2017; Wohlwend et al., 2021). However, like the majority of lncRNAs, only a portion of the *FRAIL1* primary nucleotide sequence (~20%) is conserved between humans and primates (Johnsson et al., 2014; Kapusta & Feschotte, 2014; Pang et al., 2006; Washietl et al., 2014). Despite this, to study the cellular effects of *FRAIL1* expression in mature skeletal muscle fibers, we utilized plasmid‐based transfection of the mouse tibialis anterior. This method enables the controlled in vivo expression of transgenes within terminally differentiated myofibers (Hughes et al., 2022). In this model, forced *FRAIL1* expression is sufficient to induce muscle fiber atrophy, and this effect is dependent on the intact region of *FRAIL1* that is conserved between humans and primates. Nevertheless, the lack of endogenous *FRAIL1* expression in mouse skeletal muscle prevents the loss of function experiments that would provide clues into its normal function. At this early stage, we have insufficient information to speculate on the normal function of *FRAIL1* except that we cannot ignore the possibility that the function of *FRAIL1* is more nuanced than solely driving muscle atrophy and it may be part of a species‐specific muscle regulatory process.

To begin to understand the cellular effects of forced *FRAIL1* expression, we performed unbiased transcriptomic and proteomic profiling of mouse skeletal muscle expressing *FRAIL1*. This analysis revealed changes in mRNA and protein abundance consistent with skeletal muscle atrophy. These changes included increased expression of *Cdkn1a/p21* and other senescence‐associated mRNAs (Avelar et al., 2020; Englund et al., 2023; Fox et al., 2014; Saul et al., 2022; Zhang et al., 2022), reduced expression of spermine oxidase mRNA and protein (Bongers et al., 2015; D'Ercole et al., 2022), repression of mitochondrial pathways at the mRNA and protein levels (Joseph et al., 2012; Lanza & Nair, 2009; Petersen et al., 2003; Short et al., 2005; Trounce et al., 1989) and decreased abundance of key structural components of the contractile fiber and sarcolemma (Armani et al., 2006; Giacomello et al., 2015; Hedberg‐Oldfors et al., 2020; Kontrogianni‐Konstantopoulos et al., 2003; Kontrogianni‐Konstantopoulos & Bloch, 2005). These results not only implicate *FRAIL1* in the pathogenesis of age‐related muscle atrophy but also highlight the potential use of model organisms in the study of lncRNA biology, regardless of primary nucleotide sequence conservation (Ghanam et al., 2022).

Our study has several limitations that should be considered when interpreting the implications of our results. First, the current study utilized the human vastus lateralis as a readout of the aging muscle transcriptome, and the mouse tibialis anterior as an experimental model system for the effects of forced *FRAIL1* expression in muscle fibers. Although the muscle atrophy evident with forced *FRAIL1* expression did not appear to be fiber type dependent, it will nevertheless be important to interrogate the expression of *FRAIL1*, and the consequences of ectopic *FRAIL1* expression, in other muscle groups with distinct anatomical locations, phenotypes, and fiber type compositions. Second, the functional characterization of the effects of *FRAIL1* presented in this study is limited to one species, mice, wherein the primary *FRAIL1* nucleotide sequence is not conserved. Although we believe that this represents an appropriate model system to interrogate the effects of *FRAIL1* expression in mature myofibers, we also acknowledge that further studies in other species are necessary to confirm the role of *FRAIL1* in age‐related muscle atrophy. Third, this study represents an initial preliminary investigation of *FRAIL1* in a single muscle group, and follow‐up experiments in additional muscle groups and additional biological replicates are essential. Last, the transcriptomic and proteomic data presented in this study are correlative and do not directly implicate *FRAIL1* in the observed muscle atrophy‐related changes. In the future, it will be important to characterize the effects of *FRAIL1* depletion within human skeletal muscle cells, as well as to perform mechanistic investigations such as identifying *FRAIL1*‐interacting proteins within skeletal muscle fibers.

In summary, we identify *FRAIL1* as among the most highly abundant aging‐induced human skeletal muscle‐enriched lncRNAs, whose forced expression is sufficient to induce myofiber atrophy and recapitulate molecular signatures evident in human skeletal muscle with aging. Although this study represents an initial step in investigating the potential role of *FRAIL1* in age‐related skeletal muscle dysfunction, further characterization of its molecular function and interaction with other cellular signaling pathways that influence muscle mass and function with aging will be important before its potential as a therapeutic target or clinical marker for the prevention or monitoring of age‐related skeletal muscle atrophy can be evaluated.

## 4 MATERIALS AND METHODS

### 4.1 Human protocols

The human data came from two different cohorts of young and older males and females. The initial discovery cohort (Figure 1) consisted of young (*n* = 22; 25 ± 5 years) and older (*n* = 14; 71 ± 5 years) adults from previously published studies (Hart et al., 2019; Robinson et al., 2017). The validation cohort for Figure 2 consisted of a larger number of young (*n* = 30; 27.0 ± 4.11 years) and older (*n* = 50; 71.4 ± 4.7 years) participants that have been described previously (Kunz et al., 2022; Zhang et al., 2021). All participants provided informed written consent, and studies were approved by the Mayo Clinic Institutional Review Board and conducted in accordance with the Declaration of Helsinki. Potential participants were excluded if they engaged in structured exercise training (>20 min, twice weekly) or if they exhibited signs of cardiovascular disease, diabetes, untreated thyroid disorders, renal disease, blood clotting disorders, or smoking. Further, participants were excluded if they were taking insulin, insulin sensitizers, corticosteroids, sulfonylureas, barbiturates, peroxisome proliferator‐activated receptor γ agonists, β blockers, opiates, and tricyclic antidepressants. Following the screening, participants completed study visits involving body composition evaluation by dual‐energy X‐ray absorptiometry (DEXA; GE Lunar iDXA, GE Healthcare, Chicago, IL, USA). Muscle strength was determined from measurements of unilateral 1‐repetition maximum (1‐RM) during knee extension (Keiser Air300, Keiser Corporation, Fresno, CA, USA). Following habituation and light warm‐up, participants performed a series of single‐repetition attempts at increasing workloads, each separated by 3 min of rest, until the maximum load that could be moved through the entire range of motion was reached (Kunz et al., 2022). At least 7 days later, participants reported for a muscle biopsy of the *vastus lateralis* muscle. The biopsy was collected in an inpatient setting following 3 days of standardized meals (20% protein, 50% carbohydrates, and 30% fat) to maintain body weight based on caloric requirement using Harris‐Benedict equations. On the evening of inpatient hospital admission, a light snack was provided at 2100 then participants remained fasting overnight. The following morning at 0700, biopsies (~200 mg) were collected from the *vastus lateralis* with analgesia by 2% lidocaine with sodium bicarbonate buffer.

### 4.2 LncRNA profiling from human tissue

Total RNA was isolated from ~20 mg of biopsy sample using a commercially available kit according to manufacturer's instructions (RNeasy Fibrous Tissue, Qiagen). Total RNA was eluted in 100 μL of PCR grade water and concentration was adjusted to 50 ng/μL using a spectrophotometer (Nanodrop, Thermo Scientific, Waltham, MA). RNA libraries were prepared for sequencing using the TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA), following the manufacturer's recommendations. Briefly, poly‐A mRNA was purified from 100 ng total RNA using oligo dT magnetic beads. Purified mRNA was fragmented at 95°C for 8 min and eluted from the beads. Double‐stranded cDNA was made using SuperScript III reverse transcriptase, random primers (Invitrogen, Carlsbad, CA) and DNA polymerase I and RNase H. The cDNA ends were repaired, and an “A” base was added to the 3′ ends. TruSeq paired end index DNA adaptors (Illumina, San Diego, CA) with a single “T” base overhang at the 3′ end were ligated and the resulting constructs were purified using Agencourt AMPure SPRI beads (Beckman Coulter, Chaska, MN). Adapter‐modified DNA fragments were enriched by 12 cycles of PCR using TruSeq PCR primers (Illumina, San Diego, CA). The concentration and size distribution of the libraries were determined on an Agilent Bioanalyzer DNA 1000 chip and Qubit fluorometry (Invitrogen, Carlsbad, CA). Samples were divided into batches of eight and their indexed libraries were pooled at equimolar concentrations. A pooled library was loaded onto paired‐end flow cells at a concentration of 8.5 pM to generate cluster densities of 700,000/mm^2^, following the standard protocol for the Illumina cBot and cBot paired‐end cluster kit version 3. The flow cells were sequenced as 51X2 paired‐end reads on a HiSeq 2000 sequencer (Illumina, San Diego, CA) using TruSeq SBS sequencing kit version 3 (Illumina, San Diego, CA) and HCS version 2.0.12.0 data collection software. Base calling is performed using Illumina's RTA version 1.17.21.3. On average, 56 million reads were generated for each sample. The RNA‐Seq data were analyzed using the MAPRSeq (version 1.2.1) system for RNA‐Sequencing data analysis.

### 4.3 Mouse protocols

Animals were housed in colony cages at 21°C with 12‐h light/12‐h dark cycles and with ad libitum access to standard chow (PicoLab Rodent 5053) and water throughout the study. For all mice used in the study, male C57BL/6N mice were obtained from Charles River Laboratory between 6 and 8 weeks of age and were used for experiments within 2 weeks of their arrival. All animal procedures were approved by the Institutional Animal Care and Use Committee of The Mayo Clinic.

### 4.4 Mouse skeletal muscle plasmid transfection

Plasmids expressing full‐length and truncated forms of *FRAIL1* were generated by cloning *FRAIL1* cDNA into pcDNA3.1(+) while un‐modified pcDNA3.1(+) was used as an empty control plasmid in all transfection experiments. In experiments analyzing skeletal muscle fiber size, all muscles were co‐transfected with 5 μg of plasmid encoding eGFP under the control of the CMV promoter. Tibialis anterior (TA) muscles were transfected via electroporation as described previously (Ebert et al., 2010). Briefly, mice were anesthetized, with 91 mg/kg ketamine and 9.1 mg/kg xylazine; hind limbs were shaved; and the tibialis anterior muscles (TAs) were injected with 30 μL of 0.4 units/μL bovine placental hyaluronidase (Sigma) resuspended in sterile saline. One hour later, mice were re‐anesthetized. The TAs were then injected with plasmid DNA in sterile saline, coated with ultrasound jelly, and subjected to three 50‐ms pulses of 250 V/cm using an ECM‐830 electroporator. Following transfection, mice were returned to their cages to resume normal activities for 7 days before muscle harvest.

### 4.5 Mouse skeletal muscle histological analyses

For analysis of muscle fiber size, harvested TA muscles were immediately fixed in 4% paraformaldehyde for 16 h at 4°C and then incubated in 30% sucrose for 16 h. The muscles were then embedded in optimal cutting temperature (O.C.T.) compound (Tissue‐Tek, catalog no. 4583), snap frozen, and a Cryostar HM525 NX (Epredia) was used to collect 10‐μm sections from muscle mid‐bellies. For analysis of muscle fiber types, harvested TA muscles were immediately placed in O.C.T. compound, snap frozen, and 10‐μm sections were collected as described above. For immunofluorescence staining, cryosections were immersed in acetone for 10 min at −20°C, rinsed three times with PBS (Corning, product no. 21‐040‐CV), blocked in Buffer A (PBS, pH 7.4, containing 0.5% Triton X‐100 and 5% horse serum) for 20 min at 21°C, rinsed three times with PBS, incubated for 1 h at 21°C in Buffer A supplemented with primary antibodies, rinsed three times with PBS, and incubated for 1 h at 21°C in Buffer A supplemented with the appropriate secondary antibodies, rinsed three times with PBS, and then mounted in ProLong Gold Antifade reagent (Invitrogen, catalog no. P36930) and overlayed with a coverslip (FisherScientific, catalog no. 12‐545k). Primary and secondary antibody‐containing solutions were composed as follows: a 1:250 dilution of rabbit polyclonal anti‐laminin IgG (Sigma, catalog no. L9393) and a 1:500 dilution of Alexa Fluor 568‐conjugated anti‐rabbit‐IgG (Invitrogen, catalog no. 11011) were used for laminin staining; a 1:10 dilution of mouse monoclonal anti‐Myh4 IgM (DSHB, BF‐F3) and a 1:500 dilution of Alexa Fluor 647‐conjugated anti‐mouse IgM (Invitrogen, catalog no. A21238) were used for Myh4 (type IIb) staining; a 1:25 dilution of mouse monoclonal anti‐Myh2 IgG1 (DSHB, SC‐71) and a 1:500 dilution of Alexa Fluor 488‐conjugated anti‐mouse IgG1 (Invitrogen, catalog no. A21121) were used for Myh2 (type IIa) staining; and a 1:25 dilution of mouse monoclonal anti‐Myh7 IgG2b (DSHB, BA‐F8) and a 1:500 dilution of Alexa Fluor 350‐conjugated anti‐mouse IgG2b (Invitrogen, catalog no. A21140) were used for Myh7 (type I) staining. Muscle fibers that did not stain positive for any of the three stained Myh isoforms were assigned to the unstained Myh isoform Myh1 (type IIx). All sections were examined and photographed using a Nikon Eclipse Ti2‐U inverted microscope equipped with Nikon Elements Ar software package and DAPI (catalog no. 96370), GFP (catalog no. 96732), TRITC (catalog no. 96374), and Cy5 (catalog no. 96376) filter cubes from IDEX Health and Science (Rochester, NY). Image analysis was performed using the Nikon Elements General Analysis (GA3) software using the “Object Count” function. Skeletal muscle fiber size was analyzed by measuring the lesser diameter (minimal Feret diameter) and cross‐sectional area (CSA) of muscle fibers. The minimal Feret diameter is less susceptible to errors related to the orientation of sectioning angles (oblique) that may distort actual cross‐sectional area values.

### 4.6 Mouse skeletal muscle RT‐qPCR

Freshly excised mouse TA muscles were immediately frozen in liquid *N*_2_ and stored at −80°C. Muscle RNA was extracted using TRIzol solution (Thermofisher, catalog no. 15596018) and then homogenized with three 30 s cycles of Precellys Evolution (Bertin Technologies, catalog no. PE000062) homogenizer set at 8200 rpm. RNA was then extracted following the manufacturer's directions and purified using the Turbo DNA‐free kit (Invitrogen, catalog no. AM1907). Reverse transcription of skeletal muscle RNA was performed using a high‐capacity cDNA reverse transcription kit (Applied Biosystems, catalog no. 4368814). RT‐qPCR analyses were performed with a QuantStudio 6 Pro Real‐Time PCR System (ThermoFisher, catalog no. A43054) using *Power*SYBR Green PCR Master Mix (Applied Biosystems, Ref. 4367659). All qPCR samples were run in triplicate, and the cycle threshold (Ct) values were averaged. For data analysis, the ΔΔ*C*_t_ method was utilized, with 36B4 mRNA serving as the invariant control. Primers used, as indicated in Figure 3f, were PCR1‐Forward (TGAGCTCTCACTGGCAAACTAT), PCR1‐Reverse (CTTCATACAGTTGAAAGAGGCAC), PCR2‐Forward (GCCAGCATTACCCTGATACC), and PCR2‐Reverse (CACTCGATCATGGTGAATGCT).

### 4.7 Mouse skeletal muscle RNA‐seq

Freshly excised mouse TA muscles were immediately frozen in liquid N_2_ and stored at −80°C. Muscle RNA was extracted using TRIzol solution (Thermofisher, catalog no. 15596018) and then homogenized with three 30 s cycles of Precellys Evolution (Bertin Technologies, catalog no. PE000062) homogenizer set at 8200 rpm. RNA was then extracted following the manufacturer's directions and purified using the RNeasy kit and RNase‐free DNase Set (Qiagen) according to the manufacturer's protocol. Total RNA was submitted to GENEWIZ standard RNA‐seq service (USA; www.GENEWIZ.com) that provided a standard Illumina mRNA library and generated 150 bp pair‐end reads on an Illumina NovaSeq (Illumina) Sequencing reads were trimmed to remove adaptor sequences using Trimmomatic (Bolger et al., 2014) and mapped to the *M. musculus* reference genome mm10 using RNA‐star (v2.7.8a) (Dobin et al., 2013). FeatureCounts (v2.0.1) was used to count the number of reads uniquely mapping to annotated genes (Liao et al., 2014) and was used for normalization and differential gene expression analysis using DESeq2 (v2.11.40.7) (Love et al., 2014) on the online platform Galaxy (Afgan et al., 2018). Transcripts were then preranked (log_2_FC*–log_10_(*p*‐value)) and subjected to Gene Set Enrichment Analysis (GSEA; Subramanian et al., 2005) with the following parameters: classic scoring scheme, meandiv normalization, 10,000 permutations, Mouse Gene Symbol Remapping to Human Orthologs chip platform, and the Reactome v.2022.1 gene sets database. Alternative splicing analysis was performed using the Bioconductor package DEXSeq (v1.44.0) to quantify differential exon usage (Anders et al., 2012).

### 4.8 Mouse skeletal muscle proteomic sample preparation

Freshly excised mouse TA muscles were immediately frozen in liquid N_2_ and stored at −80°C. Whole, frozen TA muscles were then pulverized to powder using a stainless‐steel homogenizing apparatus embedded in dry ice. Five biological replicates from each group were pulverized, and then powdered tissue was weighed, lysed at 21°C for 3 s in 20× (v/w) Buffer B (50 mM Tris, pH 8.0, 150 mM sodium chloride, 10% SDS, 1% NP‐40, 0.5% sodium deoxycholate, 1 mM EDTA, complete mini‐EDTA‐free protease inhibitor, and PhosStop phosphatase inhibitor) using a handheld Pellet Pestle Motor (Kontes), and immediately frozen. Samples were then thawed, centrifuged at 20,000×*g* for 5 min at 21°C, and clarified supernatant was saved in a new tube. Soluble protein concentration was measured using the Pierce BCA Protein Assay (ThermoFisher, catalog no. 23225), and 200 μg of soluble protein from each sample was digested with trypsin/Lys‐C mixture (Promega, catalog no. V5072) at 37°C for 16 h, using S‐Trap Mini columns from Protifi, per manufacturer's instructions. Resultant peptide isolate concentrations were measured with a quantitative colorimetric peptide assay (Pierce, catalog no. 23275). An aliquot of 100 μg peptides from each replicate sample was dried down in a SpeedVac, reconstituted in 100 mM TEAB (ThermoScientific, catalog no. 90114), and labeled with tandem mass tags (TMT 10‐plex) according to manufacturer's specifications (ThermoScientific, catalog no. 90406). Following TMT labeling, equal sample mixing, C18 clean‐up, and lyophilization, samples were suspended in 10 mM ammonium formate, pH 9.0, and fractionated via high pH RP‐HPLC (Agilent). Peptide separation and fraction was done using a 4.6 × 150 mm × 3.5 μm XBridge C18 column (Waters) over a 90 min gradient from 2% to 40% mobile phase B. Mobile phase A was 10 mM ammonium formate, and mobile phase B was 10 mM ammonium formate in 80% acetonitrile. A total of 96 fractions were collected and subsequently concatenated to 24 fractions. Approximately 3 μg from each fraction was transferred to a sample vial, dried in a SpeedVac, suspended in 0.2% formic acid/0.1% trifluoroacetic acid/0.002% zwittergent 3–16 sample buffer, and subjected to mass spectrometry.

### 4.9 Mass spectrometry

TMT‐labeled peptide from each sample was analyzed by nanoflow liquid chromatography electrospray tandem mass spectrometry using a Thermo Ultimate 3000 RSLCnano HPLC autosampler system coupled to an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific). Peptides (500 ng) were loaded on a 33 μL EXP stem trap packed with HALO C18 resin (2.7 μM, 90 Å, Optimize Technologies). Peptides were eluted at a flow rate of 350 ηL/min from the trap through a 100 μm × 30 cm PicoFrit column (New Objective) packed in‐house with Acclaim Pepmap C18 resin (Thermo Fisher). Chromatography was performed using a 2% to 35% gradient of Solvent B over 120 min (Solvent A: 98% water/2% acetonitrile/0.2% formic acid, Solvent B: 80% acetonitrile/10% isopropanol/10% water/0.2% formic acid). The Fusion Lumos mass spectrometer was set to acquire ms1 survey scans from 340 to 1600 *m*/*z* at a resolution of 120,000 (at 200 *m/z*) with the automatic gain target (AGC) set at 4e5 ions and a maximum ion inject time of 50 ms. Survey scans were followed by ms2 high energy collision dissociation (HCD) set at 38%, resolution of 50,000 (at 200 *m*/*z*), an AGC target of 1e5 ions, a maximum ion inject time of 120 ms, and the isolation window set at 0.07 Da. Dynamic exclusion placed selected ions on an exclusion list for 60 s.

### 4.10 Proteomic data analysis

Proteome Discoverer v3.0 software was used for database searching and extracting quantitative values for downstream analysis. Mass spectrometry files were searched using the Sequest search engine against a mouse‐specific, Swiss‐Prot FASTA database (https://www.uniprot.org, Taxon ID: 10090, Uniprot release 2021_03). Search settings included precursor mass tolerance of 10 ppm, fragment mass tolerance of 0.02 Da, variable modification oxidation methionine, and static modifications for carbamidomethyl cysteine and TMT 6‐plex labels on lysines and N‐termini. Enzyme specificity was set to trypsin, and a maximum of two missed cleavages were allowed. A false discovery rate (FDR) of 1% was required for both proteins and peptides, using a target‐decoy approach. Protein data were exported from the Proteome Discoverer result file (*.pdResult) and differential quantification was calculated from reported TMT protein intensities using a generalized linear model in R (Ayers‐Ringler et al., 2016). Briefly, log_2_‐transformed and quantile‐normalized intensities, observed in control and *FRAIL1* samples, were modeled using a Gaussian‐linked generalized linear model. An ANOVA test was used to detect differentially expressed proteins between experimental conditions, and the resulting p‐values were FDR‐corrected using the Benjamini‐Hochberg procedure. Gene ontology (GO) enrichment analysis of differential protein expression was performed using clusterProfiler (v4.6.0) and the enrichplot package to identify enriched GO terms (*q*‐value cutoff 0.05) in up‐ or downregulated proteins (FDR < 0.2) (Wu et al., 2021). GO terms were simplified using the simplify function of clusterProfiler.

### 4.11 Statistics

Unless noted separately in the Materials and Methods, all statistical analyses were performed with GraphPad Prism using statistical tests described in figure legends.

## AUTHOR CONTRIBUTIONS

Ian Lanza, Kevin Gries, Hawley Kunz, and Matthew Miller designed the studies, initiated the project, collected the samples, and wrote the manuscript. George Marcotte, Zachary Ryan, Scott Ebert, and Bonnie Arendt coordinated and performed the experiments. Chris Adams provided conceptual inputs for the project. Surendra Dasari and Matthew Strub provided bioinformatic analyses.

## FUNDING INFORMATION

Funding for this work came from NIA R01 AG054454, NIA R01 AG060637, NIAMS R01 AR071762, NIAMS R44 AR069400, and NIA R44 AG047684.

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no known competing financial interests or personal relationships that could influence this work.

## Supporting information

Figure S1.

Figure S2.

Figure S3.

Figure S4.

Figure S5.

Table S1.

Table S2.

Table S3.

Table S4.

Table S5.

## Data Availability

RNA‐sequencing and proteomics data are available from the corresponding author upon reasonable request. The RNA‐seq data are available in the gene expression omnibus (GEO) accession number: GSE249356.

How the deposited data were processed for this re-analysis (not part of the article)

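RNA-seq counts of 12 TA muscles from 6 mice were analysed, 6 Control and 6 *FRAIL1* muscles, 10 μg of plasmid each, at day 7. According to the authors' methods, the counts were made from paired-end reads that were trimmed with Trimmomatic, mapped to mm10 with RNA-star and counted with featureCounts where they mapped uniquely to an annotated gene. The counts are whole numbers of reads per gene without normalization. Of 27179 genes listed by NCBI Gene ID, 25275 were matched to a symbol and position in the GRCm38 annotation, and the others held 0.280% of the counts. No library was a copy of another: within a group, chi-square per degree of freedom between a pair of libraries was 15.5 or more. The number of counts per muscle limits mainly genes near the lower end of detection, and the spread between the 6 muscles of a group is the error given.

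Genes were filtered with filterByExpr (15502 tested), scaled with TMM and compared with the robust quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with a threshold of 0.05 on Benjamini-Hochberg adjusted p-values. The standard error printed with an edgeR log2 fold change is that fold change's absolute value divided by the square root of the test's F statistic. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over 22 lists. TMM factors lay between 0.935 and 0.983 in Control and between 0.965 and 1.19 in *FRAIL1* muscles. On simulated counts in which 200 genes drawn at random and the 19 genes of the circadian clock list were changed, the test without a block recovered 72.5% of the 200, and of its 163 calls 7 were of unchanged genes. The test with the block recovered 69%, and of its 157 calls 11 were of unchanged genes. On simulated counts without a change they made 0 and 1 calls.

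The lists, the comparison, the rule for naming genes and all alternatives except those that leave out both muscles numbered 5 were set before the data were examined. The rule named every gene of the paper's text on these muscles, and the 5 largest rises and 5 largest falls among genes past the threshold whose groups did not overlap. Genes of the figures, the lists and related families that are named besides these were chosen by hand, some after their values were seen. The lists held genes of the mitochondrial genome, nuclear-encoded electron transport chain and ATP synthase subunits, the citric acid cycle and pyruvate entry, the circadian clock, AMPK and mTORC1, nuclear receptors, collagens and extracellular matrix, proteasome subunits, atrophy-associated ubiquitin ligases and FoxO targets, senescence, sarcomere and excitation-contraction, the spliceosome, macrophages, lymphocytes, fibroblasts, endothelium, satellite cells and regenerating fibers, denervation, interferon-stimulated genes, and the mRNAs of Fig. 7b and of the proteins of Fig. 5c, 6d-f and 7d. Lists of proliferation, repair Schwann cell, myelin, p53 target, integrated stress response and imprinted genes were added after the first results were seen.

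The alternatives were the mouse as a block, DESeq2's size factors, upper-quartile scaling, TMM without the mitochondrial genes and the 20 genes with the most counts, no filter, at least 10 counts in every muscle, each muscle left out in turn, limma voom with quality weights, DESeq2 1.42.0 with and without a beta prior or the block, a fit that was not robust, and for lists fry and camera with an estimated correlation. Leaving out both muscles numbered 5, with and without the block, was chosen after seeing the data. Transcripts of 181 genes were searched with BLAST 2.17.0 for copies of at least 98% identity over 100 bases. The search covered annotated mouse transcripts and not the rest of the genome. Random draws used the seed 20240131.

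That muscles of 1 number come from 1 mouse was tested on the deviations of 15502 genes from their group means. The correlation between the muscles of 1 number was 0.254, 0.162, 0.282, 0.263, 0.0547 and 0.185 for numbers 1 to 6. The mean was 0.200, against -0.0400 between muscles of different numbers, and of the 720 ways to pair the muscles 1, the numbering itself, had a mean as high. The muscles numbered 5 were related least, and the muscles numbered 6 share a high level of *Myh2*. Exon usage, protein data and the Reactome gene sets were not analysed here.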

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

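The tests of scaling, of single muscles, of slow fibers, of cell shares, of interferon-stimulated genes, of depth and of the pairing of the muscles numbered 5 were chosen only after the result was seen. The tests of GC content and length, proliferation, nerve damage and response size were written down beforehand.

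In 122 groups of 6 values, 18 had a muscle whose gap to its nearest neighbor, divided by the range, was past Dixon's 95% critical value, where chance gives 6.1 (1 in 20). *FRAIL1* muscle 5 accounted for 10 of the 18: the list scores of extracellular matrix (0.711), nuclear receptors (0.768), the Fig. 7b mRNAs (0.648) and mRNAs of proteins higher in Fig. 5c and 6d-f (0.638), and *Ky* (0.639), *Igfbp7* (0.878), *Cd55* (0.627), *Nr1d1* (0.748), *Gm5860* (0.691) and *2310016D03Rik* (0.839). This muscle also had the lowest quality weight (0.282) and the highest TMM factor (1.19). With every library thinned to the same total of 44848322, 9 of the 10 were still past the ratio, which argues against depth as the whole cause. That test was the third form tried. The first measured the muscle's place on the first principal component, with a ratio of 0.515 before and 0.509 after thinning, both under the critical value, and so decided nothing. Thinning also changes little, since this muscle has the lowest total. Over 871 genes called in the other 5 mice, 98.9% moved the same way in mouse 5, with a slope of 1.82 on the mean of the others. The slopes of mice 1 to 4 and 6 were 0.97, 0.51, 0.51, 0.81 and 0.88. Each is over the genes called in the other 5 mice (82, 586, 957, 188 and 216 genes), so the gene sets differ. The same response at a larger size may account for this muscle. Whether its partner comes from the same mouse cannot be told apart, since their correlation was 0.0547 and only 1 pair bears on it. A difference in transfection between mice stays open and was not tested.

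Other values past the ratio were the TMM factor of Control 4 (0.630), denervation-induced genes in Control 6 (0.715), fibroblast markers in Control 1 (0.664), nuclear receptors in Control 6 (0.730), *Prkaa2* in Control 5 (0.659), *Myh2* in Control 6 (0.642) and *FRAIL1* 6 (0.760), and *Myh7* in *FRAIL1* 6 (0.772). No explanation was tested for these 8, a number near the 6.1 given by chance over all 122. The high *Myh2* in both muscles numbered 6 is a property they share across treatments.

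Denervation-induced genes were higher in *FRAIL1* muscles, with a median log2 fold change of 1.29 over 12 genes (adjusted p = 8.9e-17, camera), in 6 of 6 mice. In edgeR's quasi-likelihood test 8 were higher with an adjusted p-value under 0.05, and 8 adjusted over the list alone. Acetylcholine receptor subunits and *Ncam1* were among them, with log2 fold changes of 1.46 for *Chrna1*, 1.88 for *Chrng* and 1.35 for *Ncam1*, while *Musk* (0.14), *Gadd45a* (0.62) and *Hdac4* (-0.14) did not pass. Over 4 scalings the median was at least 1.28, but these scalings are alike and test scaling only weakly. Without *FRAIL1* muscle 5 the median was 1.13, and with the trend in GC content and length removed it was 1.28, so neither of these is the whole cause. That trend was small, with an SD of 0.0248. Repair Schwann cell genes, which damage to the nerve would raise, had a median of 0.0084 with 7 of 13 higher (adjusted p = 0.267, camera; 0.149 with fry). With the mouse as a block the adjusted p-value was 0.254 in camera and 0.0247 with fry, with 7 of 13 higher again. Members that go both ways decide nothing, so nerve damage and a response of the fibers to *FRAIL1* cannot be told apart here. Myelin genes had a median of -0.26, 2 of 12 higher (adjusted p = 0.0571, camera).

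Satellite cell and regenerating fiber markers had a median log2 fold change of 1.25 over 14 genes, all higher (adjusted p = 1.3e-13, camera), in 6 of 6 mice; 7 had an adjusted p-value under 0.05 and 11 adjusted over the list alone. With the mouse as a block 11 of the 14 had an adjusted p-value under 0.05. The list shares *Myog*, *Myh3* and *Myh8* with that of denervation, so these lists are not independent. The median was 0.96 without *FRAIL1* muscle 5, at least 1.24 over 4 scalings and 1.21 with the GC content and length trend removed. Proliferation genes had a median of 0.51 over 28 genes, 27 of them higher (adjusted p = 1.7e-07, camera; 0.0860 with fry), which is consistent with proliferating cells in the tissue. That median was 0.28 without *FRAIL1* muscle 5. Injury by the plasmid and electric pulses was shared by both legs, but whether it differed with the plasmid cannot be separated from an effect of *FRAIL1* in this design.

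Macrophage markers had a median log2 fold change of 0.67 over 18 genes, all higher (adjusted p = 4.9e-07, camera), in 6 of 6 mice; 1 had an adjusted p-value under 0.05, 12 with the mouse as a block and 14 adjusted over the list alone. Endothelial markers fell in 6 of 6 mice, with a median of -0.22 over 13 genes, all lower (adjusted p = 1.5e-06, camera); 3 had an adjusted p-value under 0.05 and 6 adjusted over the list alone. With the mouse as a block 7 of the 13 endothelial markers had an adjusted p-value under 0.05. A lower share of muscle fiber RNA would raise both cell types, and the endothelial median of -0.22 argues against it as the whole cause. The medians were 0.61 and -0.25 without *FRAIL1* muscle 5, and the endothelial median was -0.22 at its closest to 0 over 4 scalings. These scalings are alike, so they test scaling only weakly. Both macrophage and interferon-stimulated genes were higher in 3 of 6 mice. The latter had a median of 0.20 over 27 genes (adjusted p = 0.684, camera; 0.34 and 0.0401 without *FRAIL1* muscle 3), with 0 genes past the threshold and 1 higher and 1 lower at an unadjusted p under 0.05, so an interferon response to plasmid DNA cannot be told apart from none. How that test is worded was changed after its values were seen.

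As many genes past the threshold as in the real grouping were found in 1 of 100 splits drawn at random, the real one, with 184 as the next highest count. Among the 32 splits that part all 6 pairs it was 1 without and 1 with the mouse as a block, and the others had 0 genes.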

How the results depend on the processing

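The number of genes past the threshold was 974 (687 higher, 287 lower). It was within 1.5 times this with DESeq2's size factors, upper-quartile scaling, TMM without the top genes, at least 10 counts, a fit that was not robust, without *FRAIL1* muscle 5, and without both muscles numbered 5 and no block. With no filter the lower genes were 184. With the mouse as a block it was 2186 (1159 higher, 1027 lower), with voom 1756 (813 lower), with DESeq2 2149 (1247 and 902), with its beta prior 2144 (1242 and 902), with DESeq2 and the block 2808 (1403 and 1405), and with both muscles numbered 5 left out and the block, chosen after seeing the data, 2305 (1093 and 1212). Over the 12 fits that each left out 1 muscle it ranged from 364 (without *FRAIL1* 1) to 2110 (without *FRAIL1* 3), with 314 to 1228 higher and 50 to 882 lower. The cause was not tested.

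The 7 lists of the paper's pathways kept their direction in all 168 alternatives and their side of the threshold in 159. Those that lost it had the same medians and another test. With camera's estimated correlation, the medians of -0.45 (mitochondrial genome), -0.088 (nuclear electron transport chain), -0.14 (citric acid cycle), -0.12 (clock), -0.11 (AMPK and mTORC1), -0.14 (nuclear receptors) and 0.64 (extracellular matrix) had adjusted p-values from 0.263 to 0.590. With fry, those of -0.088 and -0.14 (electron transport chain and citric acid cycle) had 0.236 and 0.0880. Of the 15 other lists 13 kept their direction, and over 360 alternatives 329 were the same, 15 weaker and 5 stronger. The estimated correlation lifted 8 of them above 0.05; the denervation list remained under it at 0.0488.

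The lymphocyte list (-0.023) turned to 0.090 with voom, 0.0037 and 0.035 without both muscles numbered 5 (with and without the block), and ranged from -0.19 (without *FRAIL1* 4) to 0.11 (without Control 4). The spliceosome list (0.018) turned to -6.2e-04 with voom and to -0.0034 and -0.0040 without both muscles numbered 5. *Myh2* (-0.21) turned to 0.053 with the block, 0.20 with voom, 0.045 with DESeq2 and the block and 0.042 without both muscles numbered 5 and the block, and ranged from -0.77 (without *FRAIL1* 6) to 0.69 (without Control 6). *Myh7* (0.39) turned to -0.13 and -0.19 with the block in edgeR and DESeq2 and ranged from -0.65 (without *FRAIL1* 6) to 0.60. *Myl2* (0.47) turned to -0.19 and -0.26 and ranged from -0.995 (without *FRAIL1* 6) to 0.78. Leaving out 1 muscle, *Per1* ranged from -0.16 (without *FRAIL1* 3) to 0.27, *Per2* from -0.13 to 0.067 (without Control 6), *Dbp* from -0.10 (without *FRAIL1* 6) to 0.12 and *Musk* from -0.038 (without *FRAIL1* 2) to 0.25. All of these had adjusted p-values above 0.05 in every setting in which they turned over, and the cause was not tested.

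The 21 genes of the paper's text kept their direction in all 524 alternatives: 415 were the same, 65 weaker and 44 stronger, and 5 genes were unchanged in all. The genes that the block newly called include *Irs2*, *Nr1d1*, *Prkaa2* and *Mylk*, and it lost *Runx1*. Of 105 other genes 98 kept their direction, and of 2611 alternatives 2183 were the same, 128 weaker and 280 stronger. With at least 10 counts in every muscle *Kl* had no value, as it was not tested. The depth limits genes such as *Kl*.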

Differences from the paper's values

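The paper's text gives 1238 genes upregulated and 898 downregulated, where 687 and 287 were found, and the percent upregulated and percent downregulated are 8.0 and 5.8 in the paper against 4.43 and 1.85. A number is called near the paper's here if it lies within 1.5 times of it, so it need not reproduce it. This was read for the alternatives set before the data were examined. The number upregulated was near with the mouse as a block (1159) and without *FRAIL1* muscle 2 (933) or 3 (1228). It was also near with limma voom (943), DESeq2's Wald test (1247), the same with beta prior (1242) and with the block (1403). The number downregulated was near with the block (1027) and without *FRAIL1* muscle 2 (646) or 3 (882). It was also near with voom (813), DESeq2 (902) and its beta prior (902), and not with DESeq2 and the block. No other alternative came that near to either number, and the same settings brought the percentages within 1.5 times of the paper's. The paper's methods name DESeq2. Its Table S3, of which 1975 genes were at hand, was matched by DESeq2 with a beta prior to within 2.6e-06 in log2 fold change and 6.2e-06 in adjusted p-value. Of 488 genes in it with the paper's adjusted p-value under 0.05, 176 were past the threshold here and 388 with the block.

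The log2 fold changes of 46 genes were compared with Table S3, and 7 differed by more than the larger of the paper's standard error and the one here. With DESeq2's beta prior all 7 had the paper's values, and the largest difference over the 46 genes was 0. The other settings named below were no longer counted as different, which does not mean that they gave the paper's value. For *Smox* (paper -0.61, here -0.93) these were no filter, leaving out Control muscle 1, 2 or 5, and leaving out *FRAIL1* muscle 1, 4, 5 or 6. With 1 muscle left out its log2 fold change lay between -1.12 and -0.76, so none of those fits reached -0.61. For *Col1a1* (paper 0.59, here 1.04) they were leaving out *FRAIL1* muscle 5 and voom, as for *H19* (paper 1.31, here 1.60). For *Col3a1* (paper 0.52, here 0.82) they were the block, leaving out Control muscle 1 or *FRAIL1* muscle 5, voom, DESeq2, and DESeq2 with the block. For *Myh8* (paper 0.93, here 1.84) there was no other. For *Lyz2* (paper 0.49, here 0.77) they were the block, DESeq2's size factors, TMM without the top genes, no filter, leaving out Control muscle 3, 5 or 6 or *FRAIL1* muscle 1, 4 or 5, voom, DESeq2, and DESeq2 with the block. For *Meg3* (paper 0.47, here 1.15) they were the block, leaving out *FRAIL1* muscle 5, voom, and DESeq2 with the block. For each gene, the remaining alternatives set before the data were examined were still counted as different.

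The mRNAs that the paper marks as changed and that were not past the threshold here include *Smox* and *Irs2* of Fig. 5d; *COX1*, *COX2*, *CYTB*, *ND1*, *ND2*, *ND4*, *ND5*, *Eif4g1*, *Rragd*, *Adhfe1*, *Me1*, *Me3*, *Mpc1*, *Nr1d1*, *Nampt* and *Ppp1cc* of Fig. 7b; and *Tnnt3* of Fig. 6g. DESeq2's Wald test, alone, with beta prior and with the block, called every mRNA named here. Of these, voom called all but *Ppp1cc*. The block in edgeR called all but *Smox*, *COX2*, *Me3* and *Tnnt3*. Upper-quartile scaling called *COX1*, *COX2*, *CYTB*, *ND2*, *Eif4g1*, *Me1* and *Nampt*. DESeq2's size factors, TMM without the top genes and at least 10 counts called *COX2* and *Me1*, and the fit that was not robust called *COX2*, *Adhfe1* and *Me1*. Leaving out *FRAIL1* muscle 2 called *Smox*, *Irs2*, *COX1*, *CYTB*, *ND1*, *ND2*, *ND4*, *ND5*, *Eif4g1*, *Rragd*, *Me1*, *Nampt* and *Ppp1cc*. Leaving out *FRAIL1* muscle 3 called all but *Smox*, *Irs2* and *Ppp1cc*. Leaving out *FRAIL1* muscle 5 called *COX1*, *COX2*, *CYTB*, *ND1*, *ND2*, *ND4*, *Eif4g1*, *Rragd*, *Adhfe1*, *Me1*, *Me3*, *Nr1d1* and *Nampt*. Leaving out Control muscle 1 called *COX2*, and leaving out Control muscle 3 called *Ppp1cc*.

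The paper's text also names *Igfbp7* as higher and *Prkaa2* as lower. Both moved that way here, with log2 fold changes of 0.34 and -0.30, and neither was past the threshold (adjusted p-values of 0.162 and 0.133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 with the block called both, and the block in edgeR called *Prkaa2*. Leaving out both muscles numbered 5, which was chosen after seeing the values, called both with the block and *Prkaa2* without it. Of the genes the paper's text names that were past the threshold here, it lost *Cdkn1a* and *Runx1* with the block (0.109 and 0.202) and without it, and *Prkag2* (0.0905) and *Arntl* (0.0923) only without it. Of the marked mRNAs named above, that setting called all but *COX2* with the block, and *COX1*, *CYTB*, *ND1*, *ND2*, *ND4*, *ND5*, *Rragd*, *Adhfe1*, *Me1*, *Me3* and *Nampt* without it. The paper describes strong repression of nuclear-encoded subunits of the electron transport chain, where the median log2 fold change here was -0.088 over 74 genes and 0 were past the threshold, with 13 lower at an unadjusted p under 0.05.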

Other observations

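The tests of slow fibers, of scaling and of single muscles were chosen only after the result was seen, and the lists of p53 targets, integrated stress response and imprinted genes were added then; the tests of nuclear copies, p53, the stress response and other splits were written down before their values were seen.

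Slow skeletal troponin mRNAs (*Tnni1*, *Tnnt1* and *Tnnc1* together) rose from 47.1 ± 5.64 to 189 ± 105 CPM (SD, n = 6), higher in 6 of 6 mice, by 142 CPM. The slow fiber mRNAs *Myh7*, *Myl2* and *Myl3* together changed by -16.5 CPM, from 66.5 ± 40.1 to 50.1 ± 43.2 CPM, higher in 1 of 6 mice. Slow fibers mixed into the *FRAIL1* muscles would bring both sets, and the second argues against them as the whole cause. The myosin heavy chain mRNAs *Myh1* (log2 fold change 0.14), *Myh2* (-0.21), *Myh4* (-0.43) and *Myh7* (0.39) had adjusted p-values of 0.269, 0.862, 0.0548 and 0.696 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Myh4* was past the threshold with the mouse as a block (0.0328) and in 3 of the 12 fits that each left out 1 muscle (0.0276 without *FRAIL1* muscle 3), and its adjusted p-value ranged from 4.5e-04 to 0.109 over all alternative settings. Its groups did not overlap.

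The fall of mitochondrial-genome mRNAs was not limited to genes for which a nuclear copy was found. The 5 with no copy found, *ATP8* apart, had a median of -0.42. The median of all 13 was -0.35 without *FRAIL1* muscle 5, which argues against that muscle as the whole cause. Over 4 scalings it was -0.45 at its closest to 0. These scalings are alike, with median log2 fold changes over all tested genes of 0.0026 to 0.016, so they test scaling only weakly. The share of total counts, which uses none of these scalings, was also lower, at 8.19 ± 1.35% against 10.1 ± 0.805% (SD, n = 6). The low level of the 5 covered mRNAs and *ATP8*, at most 13.1 CPM in Control muscles, may come from reads lost to nuclear copies. For *ATP8* no copy was found, but only annotated transcripts were searched. *ATP8* starts between *COX2* and *ATP6* in the mitochondrial genome. The chromosome 1 copies of *COX2* (24614885 to 24615565) and *ATP6* (24613974 to 24614651) are also neighbors, so a copy of *ATP8* outside any annotated transcript stays open.

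Higher *Cdkn1a* may follow p53 activity, but p53 target genes had a median of 0.019 with 13 of 25 higher (adjusted p = 0.574, camera), which decides nothing. *Fgf21* (log2 fold change 2.18) and *Gdf15* (1.19) were higher in 6 of 6 mice, with adjusted p-values of 0.0229 and 0.0516 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Gdf15* was past the threshold with the mouse as a block (0.0318) and in 3 of the 12 fits that each left out 1 muscle (0.0187 without *FRAIL1* muscle 3), and *Fgf21* was in 10 of them but not without *FRAIL1* muscle 1 (0.0544) or Control muscle 2 (0.0506). The adjusted p-values over all alternative settings ranged from 8.9e-05 to 0.0544 for *Fgf21* and from 0.00706 to 0.124 for *Gdf15*. Integrated stress response genes had a median of 0.15 with 12 of 20 higher (adjusted p = 0.138, camera), and this explanation stays open too. Imprinted genes, among them *H19* and *Igf2* (log2 fold changes 1.60 and 2.17), had a median of 1.33 with 17 of 19 higher (adjusted p = 1.7e-07, camera; 0.0860 with fry). The median was 0.49 without *FRAIL1* muscle 5 (adjusted p = 1.2e-14, camera), so that muscle was not the whole cause but set much of the size.

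Of the other lists, sarcomere and excitation-contraction genes had a median of -0.21 over 24 genes (adjusted p = 1.5e-04, camera), lower in 6 of 6 mice. Of these genes 2 were past the threshold, 11 adjusted over the list alone and 5 with the mouse as a block. Atrophy-associated ubiquitin ligases and FoxO targets had a median of -0.15 over 20 genes (adjusted p = 0.0299, camera), lower in 4 of 6 mice, with 1 lower and 1 higher past the threshold and 2 of each adjusted over the list alone. With the block 3 were lower and 1 higher past the threshold. The median was -0.093 with 0.125 when *FRAIL1* muscle 5 was left out. *Trim63* and *Fbxo32* had log2 fold changes of -0.31 and -0.50, and each was higher in 1 of 6 mice. Neither was past the threshold by edgeR's quasi-likelihood test, with adjusted p-values of 0.274 and 0.313 (0.0648 and 0.0758 with the block). Over all alternative settings these ranged from 0.00749 to 0.469 for *Trim63* and from 0.0325 to 0.512 for *Fbxo32*. Fibroblast markers had a median of 0.10 over 15 genes (adjusted p = 0.0938, camera), higher in 5 of 6 mice, with 0 past the threshold and 4 higher at an unadjusted p under 0.05; it was 0.047 without Control muscle 1 and 0.20 with 0.0171 without Control muscle 2. Lymphocyte markers had a median of -0.023 over 18 genes (adjusted p = 0.449, camera), lower in 3 of 6 mice, with 0 past the threshold and 0 at an unadjusted p under 0.05. Without *FRAIL1* muscle 4 it was -0.19.

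The mRNAs of splicing factors and of proteins that the paper measured in other mice were also read. The spliceosome list had a median of 0.018 over 60 genes (adjusted p = 0.887, camera), higher in 3 of 6 mice, with 1 past the threshold and 0 adjusted over the list alone; it was 0.0014 without *FRAIL1* muscle 5. The mRNAs of proteins higher in Fig. 5c and 6d-f had a median of 0.049 over 26 genes (adjusted p = 0.188, camera), higher in 6 of 6 mice, with 2 past the threshold, and 3 higher and 1 lower adjusted over the list alone; the median was 0.032 without Control muscle 6. Those of proteins lower in Fig. 5c and 7d had a median of -0.15 over 34 genes (adjusted p = 1.1e-04, camera), and the list was lower in 6 of 6 mice. Of its genes 1 was higher past the threshold, and 6 were lower and 1 higher adjusted over the list alone. With the mouse as a block 6 were lower and 1 higher past the threshold. The block gave 3 lower and 3 higher in the spliceosome list, and the same in the higher-protein list.

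Among the 32 splits that part all 6 pairs, the median of a list was as far from 0, in either direction, in 1 split, the real one, for 13 of the 22 lists: the mitochondrial genome, citric acid cycle, AMPK and mTORC1, nuclear receptors, extracellular matrix, macrophage, endothelial, satellite cell, denervation, senescence, sarcomere, lower-protein and Fig. 7b lists. It was as far in 2 splits for the higher-protein list, 4 for the clock, 6 for atrophy, 8 for the nuclear-encoded electron transport chain, 9 for the spliceosome, 10 for fibroblasts, 11 for the proteasome, 12 for interferon and 29 for lymphocytes. For these 9 lists the real grouping was not set apart from other groupings at a share under 0.05, although the clock, atrophy and electron transport chain lists were past the threshold in camera.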
